# Differences in the neural basis and transcriptomic patterns in acute and persistent pain-related anxiety-like behaviors

**DOI:** 10.3389/fnmol.2023.1185243

**Published:** 2023-05-26

**Authors:** Shunchang Fang, Yuxin Qin, Shana Yang, Hongyang Zhang, Jieyan Zheng, Songhai Wen, Weimin Li, Zirui Liang, Xiaomin Zhang, Boxing Li, Lianyan Huang

**Keywords:** anxiety-like behavior, acute pain, persistent pain, BNST, mPFC

## Abstract

**Background:**

Both acute and persistent pain is associated with anxiety in clinical observations, but whether the underlying neural mechanisms differ is poorly understood.

**Methods:**

We used formalin or complete Freund’s adjuvant (CFA) to induce acute or persistent pain. Behavioral performance was assessed by the paw withdrawal threshold (PWT), open field (OF), and elevated plus maze (EPM) tests. C-Fos staining was used to identify the activated brain regions. Chemogenetic inhibition was further performed to examine the necessity of brain regions in behaviors. RNA sequencing (RNA-seq) was used to identify the transcriptomic changes.

**Results:**

Both acute and persistent pain could lead to anxiety-like behavior in mice. The c-Fos expression indicates that the bed nucleus of the stria terminalis (BNST) is activated only in acute pain, whereas the medial prefrontal cortex (mPFC) is activated only in persistent pain. Chemogenetic manipulation reveals that the activation of the BNST excitatory neurons is required for acute pain-induced anxiety-like behaviors. In contrast, the activation of the prelimbic mPFC excitatory neurons is essential for persistent pain-induced anxiety-like behaviors. RNA-seq reveals that acute and persistent pain induces differential gene expression changes and protein–protein interaction networks in the BNST and prelimbic mPFC. The genes relevant to neuronal functions might underline the differential activation of the BNST and prelimbic mPFC in different pain models, and be involved in acute and persistent pain-related anxiety-like behaviors.

**Conclusion:**

Distinct brain regions and gene expression patterns are involved in acute and persistent pain-related anxiety-like behaviors.

## 1. Introduction

Pain is an unpleasant multidimensional experience that comprises sensory and affective components (Talbot et al., 2019). Accumulating evidence indicates that pain and emotional disorders are highly comorbid. For example, pain is comorbid with anxiety or depression in over 50% of patients (Roy-Byrne et al., 2008; Asmundson and Katz, 2009). The interaction with negative emotions exacerbates pain sensation and results in poor physical and functional outcomes, seriously reducing patients’ quality of life (Becker et al., 2018; Michaelides and Zis, 2019; Notaro et al., 2021). While much is known about the mechanisms underlying the transmission of pain sensation (D'mello and Dickenson, 2008), the neural underpinnings of pain-related negative emotions, such as anxiety, are largely unknown.

Anxiety-like behaviors induced by persistent and acute pain have received extensive clinical attention. For example, persistent pain caused by injuries or diseases, including lower back pain, postherpetic neuralgia, and fibromyalgia, has been associated with anxiety-like behaviors (Hauser et al., 2015; Bunzli et al., 2017; Kohrt et al., 2018; Derry et al., 2019; Kaur et al., 2019; Cohen et al., 2021). In addition, previous studies indicate that acute pain caused by trauma, acute medical conditions, or surgeries (Carr et al., 2005; Eisenach et al., 2008; Hall et al., 2011; Luo et al., 2015; Pope et al., 2017) plays a pivotal role in emotional disorders (Lorentzen et al., 2012; Gan et al., 2014; Luo et al., 2015; Michaelides and Zis, 2019). However, although both persistent and acute pain induces anxiety-like behaviors, the differences in the neural mechanisms underlying these two types of pain-induced anxiety-like behaviors are poorly understood.

It is well-known that pain processing and its related emotional experience are controlled by the activation of the brain network (Tracey, 2008; Seifert and Maihofner, 2009; Flodin et al., 2016; Peyron and Fauchon, 2019). However, the brain activity patterns and regions underlying the affective dimension of pain remain controversial. Functional imaging studies showed that the prefrontal cortex (PFC), anterior cingulate cortex (ACC), posterior parts of the insula, and limbic brain played key roles in the emotional regulation of pain (Melzack, 2001; Apkarian et al., 2005; Lee et al., 2015; Flodin et al., 2016). However, humans subjected to acute thermal pain did not show the activation of the key nodes in the limbic brain (Apkarian et al., 2005) (Wager et al., 2013). Therefore, it remains unclear whether different types of pain share similar brain regions in regulating anxiety-like behaviors, or whether they employ different neural mechanisms.

In this study, we constructed the acute and persistent pain models by formalin or CFA injections, respectively, and compared the neural basis of anxiety-like behaviors induced by the two models. Our results showed that the BNST mainly participates in acute pain-induced anxiety-like behaviors, with no effect on persistent pain-induced anxiety-like behaviors. In contrast, the prelimbic mPFC controlled persistent pain-induced anxiety-like behaviors. Moreover, the two pain models elicit distinct transcriptomic changes in the BNST and prelimbic mPFC. These findings reveal that acute and persistent pain engage different neural mechanisms in inducing anxiety-like behaviors, and provide potential therapeutic strategies for pain-related anxiety-like behaviors.

## 2. Materials and methods

### 2.1. Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University. Adult male C57BL/6 mice (6–8 weeks) from the Laboratory Animal Center of Sun Yat-sen University (Guangzhou, China) were used in this study. All mice were housed in groups of 5–6 per cage on a 12-h light/dark cycle (temperature, 22–24°C; humidity, 40–60%), having access to food and water available *ad libitum*. Mice in the persistent pain model received CFA injection (10 μL, 50% in saline) into the plantar surface of the hind paw (Wang et al., 2015). Mice in the acute pain model received formalin injection (10 μL, 1% in saline) into the plantar surface of the hind paw (Luo et al., 2015). The control group referred to mice without CFA or formalin injection. To minimize the impact of nociceptive behavioral tests on subsequent anxiety-like behavioral tests, two groups of mice were used: one underwent the von Frey test, and the other underwent the anxiety-related behavioral tests.

### 2.2. Avertin preparation and use

Avertin was prepared following the method described in previous studies (Papaioannou and Fox, 1993; Lieggi et al., 2005a,b). Briefly, 2.5 grams of 2,2,2-tribromoethanol (Sigma T48402, Lot#MKBZ3419V) was dissolved in 5 mL of tert-amyl alcohol (Sigma 240,486, Lot#STBJ9487) at room temperature. The solution was vigorously stirred in a dark bottle, and sterile PBS was continuously added while stirring to reach a final volume of 200 mL. The resulting solution was filter sterilized through a 0.2 μm filter and aliquoted into sterile, light-protected containers. In mice, the dosage administered was 250 mg/kg given intraperitoneally (IP).

### 2.3. Nociceptive behavioral testing

Paw withdrawal threshold (PWT) was tested using von Frey filaments (ranging from 0.04 to 2 g) with motified procedures following the Simplified Up-Down method (SUDO) described previously (Bonin et al., 2014). Briefly, the mice were allowed to habituate to the environment for 30 min before test. For each stimulation, von Frey filaments were applied to the plantar surface of the hind paw for up to 5 s, or until paw withdrawal. If a withdrawal occurred, a lighter filament was used for subsequent stimulations in the same paw and condition, whereas a higher force filament was used if no withdrawal was observed. The paw withdrawal threshold was evaluated using the last filament value +/−0.5 depending on the value of the fifth filament.

### 2.4. Open-field test (OF)

The open field test is conducted in a chamber (35 cm × 35 cm × 23 cm) in a quiet experimental room. During the test period, each mouse was placed in the center area of the chamber, and the behavior of the mouse was recorded for 10 min using a camera fixed above the chamber. The behavior was analyzed by TopScan software (CleverSys Inc., VA, United States). Analyzed parameters included the total distance in the chamber, the distance across, and the time spent in the center area (50% of the total area). After each test, the chamber was cleaned using 70% ethanol.

### 2.5. Elevated plus maze test (EPM)

The elevated plus maze contained four arms, including two opposing closed arms (30 cm × 5 cm) and two opposing closed arms (30 cm × 5 cm). The two closed arms were surrounded by opaque walls (height 16 cm). A central zone (5 cm × 5 cm) is an area communicated by the four arms. The apparatus was located 50 cm above the ground. During the testing period, each mouse was allowed to move freely in all arms for 5 min. The exploratory behavior of each mouse was recorded using a camera fixed above the apparatus. Analyzed parameters included the time spent in open arms and the number of entries in the open arms. After each test, the EPM was cleaned using 70% ethanol.

### 2.6. Behavioral recording and analyzing

The behaviors of each mouse were recorded using SuperMaze video software (XinSoft Inc., Shanghai, China). After that, all the videos were analyzed using TopScan software (CleverSys Inc., VA, United States). The behavioral tests and analyses were performed by experimenters blinded to the experimental groups.

### 2.7. Stereotaxic surgery and viral injection

Mice were anesthetized with Avertin (250 mg/kg, i.p.) and placed in a stereotactic setup (Nanjing ThinkerTech, China). After stereotaxic location and craniotomy hole, a micropipette (WPI, Sarasota, FL) was used to inject a virus into target brain regions. For suppressing excitatory neurons in the mPFC or the BNST, mice were bilaterally injected in the prelimbic mPFC (2.15 mm anterior, 0.2 mm lateral and 1.7 mm in depth) or BNST (0.10 mm anterior, 0.75 mm lateral and 4.15 mm in depth) with 0.2 μL of AAV2/9-CaMKII-hM4d (Gi)-mCherry (titers: 2–5 × 10^12^ particles/ml) virus (BrainVTA, China). For the control experiment, mice were bilaterally injected with 0.2 μL of AAV2/9-CaMKII-mCherry (titers: 2–5 × 10^12^ particles/ml) virus (BrainVTA, China). After that, each mouse was recovered for 21 days.

### 2.8. Chemogenetic manipulation

The designer drug Clozapine-N-Oxide (CNO, 3 mg/kg, i.p.; Tocris Bioscience) was injected 40 min before OF or EPM tests.

### 2.9. Immunohistochemistry

The mice brains were collected in Avertin anesthesia and euthanasia methods. Mice received Avertin injection for 5 min and were transcardially perfused with phosphate-buffered saline when fully sedated, as measured by a lack of active paw reflex. The brains were fixed with 4% paraformaldehyde in PBS (PFA) at 4°C overnight. Afterward, brains were transferred into 30% sucrose in PBS solution at 4°C for 2–3 days. Whole brain regions were cut into 45 μm thick coronal sections on a freezing microtome (Leica, CM1950). For immunostaining, the slices were washed in PBS, and then incubated in a blocking solution (5% donkey serum in 0.1% Triton X-100) containing primary antibody at 4°C overnight. Following washing with PBS, the slices were incubated in secondary antibody for 2 h as well as stained with DAPI (1, 10,000, Invitrogen, United States) for 5 min at room temperature. The primary antibody was a rabbit anti-c-Fos (1, 500, Cell Signaling Technology, United States), and the secondary was donkey anti-rabbit coupled to Alexa 647 (1, 500, Invitrogen, United States). After mounting onto glass slides, the brain slices were examined using an ECLIPSE Ni-E (Nikon, Japan) microscope. For injection site verification, the brain slices were imaged on AxioScan.Z1 (Zeiss, United States).

The number of c-Fos-positive cells per section per area (mm^2^) was counted for each analyzed area, and the mean number was compared between control and pain conditions. A total of 9 brain slices from 3 animals per condition were quantified using the NIH ImageJ software.

### 2.10. Tissue dissection and RNA extraction and sequencing

Mice in the persistent pain group were sacrificed 72 h after CFA exposure. Mice in the acute pain group were sacrificed 24 h after formalin injection. Mice without CFA or formalin injection were sacrificed as the control group. Three brains of each group were cut on a brain matrix (RWD, China) in ice-cold 0.9% saline. The prelimbic mPFC and BNST of each brain were dissected and kept on TRIzol at −80°C. The samples were submitted to Berry Genomics Co., Ltd. (Beijing, China) for RNA extraction following the manufacturer’s instructions. mRNA library was prepared by the VAHTST mRNA-seq V3 Library Prep Kit for Illumina according to the manufacturer’s instructions. The length of the reads is 150 bp. The supplemental file (All_samples_featureCounts_counts.txt) contains the number of reads obtained from each sample. The raw data and the alignment detail can be accessed via GEO accession GSE227946.

### 2.11. RNA-sequencing data analysis

Paired-end raw reads were first trimmed using Trimmomatic v0.39 (Bolger et al., 2014) to remove the adapter sequence and aligned to the GRCm38 mouse reference genome by HISAT2 v2.2.1 (Kim et al., 2019). Samtools v1.9 (Li et al., 2009) and featureCounts v2.0.1 (Liao et al., 2014) were used to sort and obtain the primary count table. Differential gene expression analysis was conducted on R by DESeq2 v1.34 (Love et al., 2014). Genes with adjusted value of p (Benjamin–Hochberg corrected) less than 0.05 and absolute log2FC greater than 0.5 were considered differentially expressed genes. GSEA was performed by the gseGO function in clusterProfiler v4.2.2 (Yu et al., 2012) using org.Mm.eg. db v3.14.0 as a gene ontology data resource. Enriched GO terms with adjusted value of p less than 0.2 were considered to be significant in the results. The top 300 differential expressed genes sorted by log2 fold change (log2FC) with adjusted value of ps less than 0.05 were used for further protein interaction network analysis conducted by StringApp v2.0.1 in Cytoscape v3.9.1 (Szklarczyk et al., 2019). Single nodes and small networks without connection to the major network were neglected.

### 2.12. Statistical analysis

The statistical data were calculated using GraphPad Prism (Version 7.0). Data collection and analyses were performed blinded to the conditions of the experiments. The data are expressed as means ± SEM. For comparing the experimental data between two groups, the two-sided Student’s t-test was used. The criterion for statistically significant was *p*-value <0.05. These representative genes comparing the CFA and Formalin treatment are all with adjusted value of *p* <0.05 and log2FC > 0.5 according to the calculation of DESeq2.

## 3. Results

### 3.1. Both acute pain and persistent pain induce anxiety-like behaviors

To investigate whether acute and persistent pain could lead to anxiety-like behaviors in mice, we injected formalin or CFA into the paw of adult mice to induce acute and persistent pain, respectively (Luo et al., 2015; Wang et al., 2015). The paw withdrawal threshold (PWT) tests were performed to measure mechanical allodynia at different time points (Figure 1A). Formalin injection induced acute mechanical allodynia, which appeared 5 min after injection and lasted for about 2 h (Figure 1B). Mice exposed to CFA injections exhibited persistent pain and reduced mechanical thresholds in the PWT test for at least 7 days post-injection (Figures 1K,L). These results confirm the effects and duration of formalin and CFA in acute and persistent pain models.

**Figure 1:**
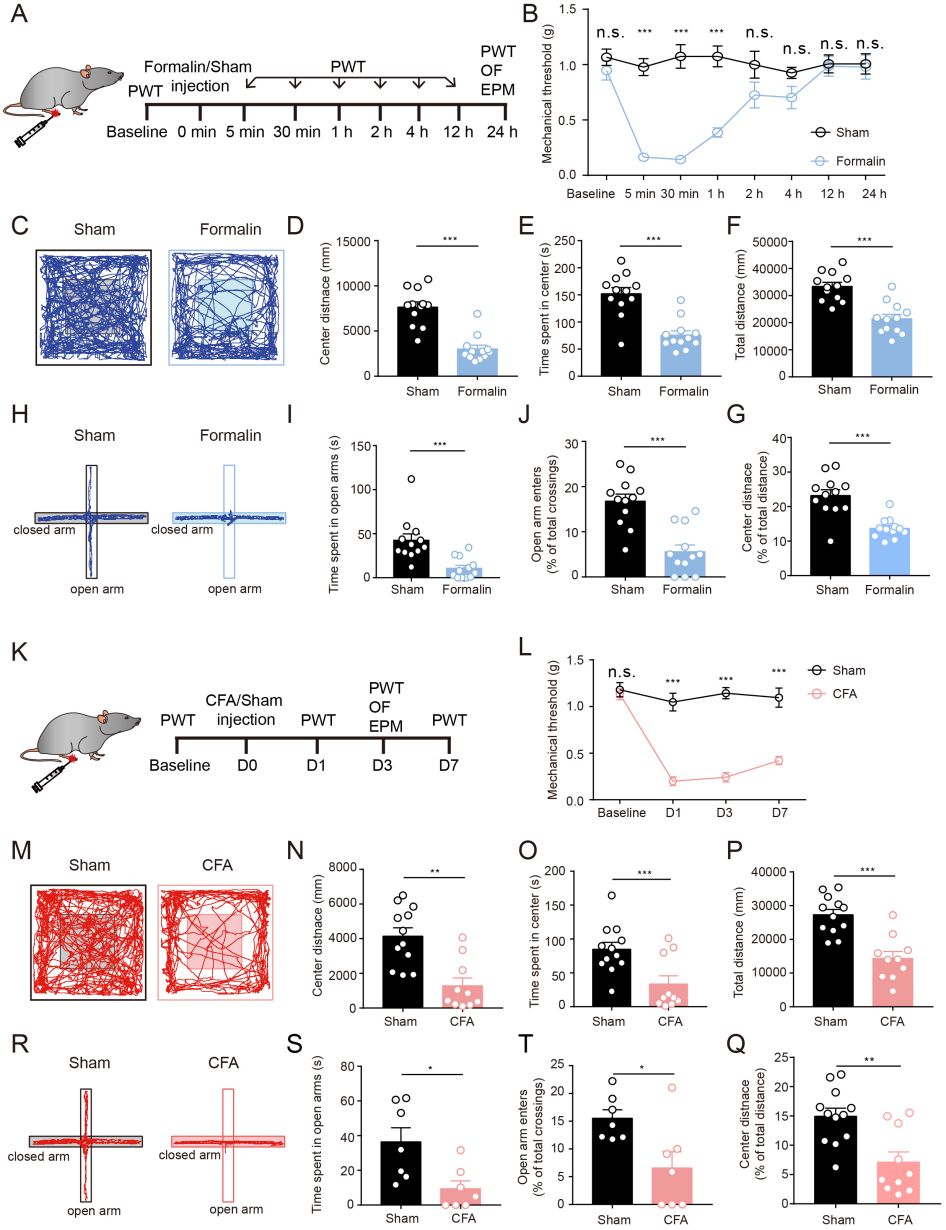
Both Acute Pain and Persistent Pain Induce Anxiety-Like Behaviors. **(A)** The timeline of formalin injection and behavioral tests. **(B)** Mechanical thresholds (withdrawal thresholds to mechanical stimulation) at different time points comparing formalin-injected and sham groups (sham group, *n* = 9; formalin group, *n* = 9). **(C)** Representative locomotion traces of sham and formalin-injected mice in the OF test. **(D–G)** The center distance **(D)**, center duration **(E)**, total distance **(F)**, and the percentage of center distance **(G)** in the OF test (sham group, *n* = 12; formalin group, *n* = 12). **(H)** Representative locomotion traces of sham and formalin-injected mice in the EPM test. **(I,J)** The time spent in open arms **(I)** and the percentage of open arm entries **(J)** in the EPM test (sham group, *n* = 12; formalin group, *n* = 12). **(K)** The timeline of CFA injection and behavior tests. **(L)** Mechanical thresholds at different time points, comparing CFA-injected and sham groups (sham group, n = 7; CFA group, n = 7). **(M)** Representative locomotion traces of sham and CFA-injected mice in the OF test. **(N-Q)** The center distance **(N)**, center duration **(O)**, total distance **(P)**, and the percentage of center distance **(Q)** in the OF test (sham group, *n* = 12; CFA group, *n* = 10). **(R)** Representative locomotion traces of sham and CFA-injected mice in the EPM test. **(S,T)** The time spent in open arms **(S)**, and the percentage of open arm entries **(T)** in the EPM test (sham group, *n* = 7; CFA group, *n* = 7). The data are expressed as means ± SEM. For comparing the experimental data between two groups, the two-sided Student’s t-test was used. Significance is shown as ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

To further investigate the acute and persistent pain-related anxiety-like behaviors, we performed 10 min of open field (OF) and 5 min of elevated plus maze (EPM) tests after acute or persistent pain was successfully induced (Figures 1A,K). We first examined the anxiety-like behaviors after acute pain. We found that 1-day of formalin injection, the mice showed a significant reduction in the center distance, center exploration time, and total distance in the OF test, suggesting that formalin-treated mice exhibited apparent anxiety-like behaviors after acute pain (Figures 1C–G). This was further supported by the results of EPM tests (Figures 1H–J). Compared to sham-treated mice, formalin-treated mice showed much fewer entries to the open arms and spent a much shorter duration in the open arms in the EPM tests (Figures 1H–J). These results indicate that acute pain leads to apparent anxiety-like behaviors in mice.

We further examined anxiety-like behaviors after persistent pain. We found that 3 days after CFA injection, the mice exhibited significantly lower total distance, center distance, and center exploration time in the OF tests (Figures 1M–Q). In addition, CFA-treated mice exhibited less exploration of the open arms and reduced entries to the open arms in the EPM tests (Figures 1R–T). These results indicate that persistent pain could also lead to apparent anxiety-like behaviors in mice.

Taken together, these results indicate that formalin and CFA injection could lead to acute and persistent pain, respectively, and that both formalin-induced acute pain and CFA-induced persistent pain result in anxiety-like behaviors in mice.

### 3.2. Acute and persistent pain activates distinct brain regions

To identify the brain regions potentially contributing to anxiety-like behaviors in the acute and persistent pain models, we performed c-Fos staining to probe the activated brain regions (Figures 2A,D). Strikingly, acute and persistent pain activated distinct brain regions. In the formalin-induced acute pain group, higher c-Fos expression was observed in the BNST, ventrolateral geniculate nucleus (VLG), and lateral hypothalamus (LH) (Figures 2B,C). Among these regions, the BNST exhibited the most significant increase in c-Fos expression (Figures 2B,C). On the other hand, in the CFA-induced persistent pain group, c-Fos expression was higher in the paraventricular thalamus (PVT), mPFC, and LH (Figures 2E,F). Among them, the mPFC showed the most significant increase in c-Foc expression (Figures 2E,F). These results indicate that acute and persistent pain activate distinct brain regions in the brain, with the most significant activation in the BNST in acute pain, and the mPFC in persistent pain.

**Figure 2:**
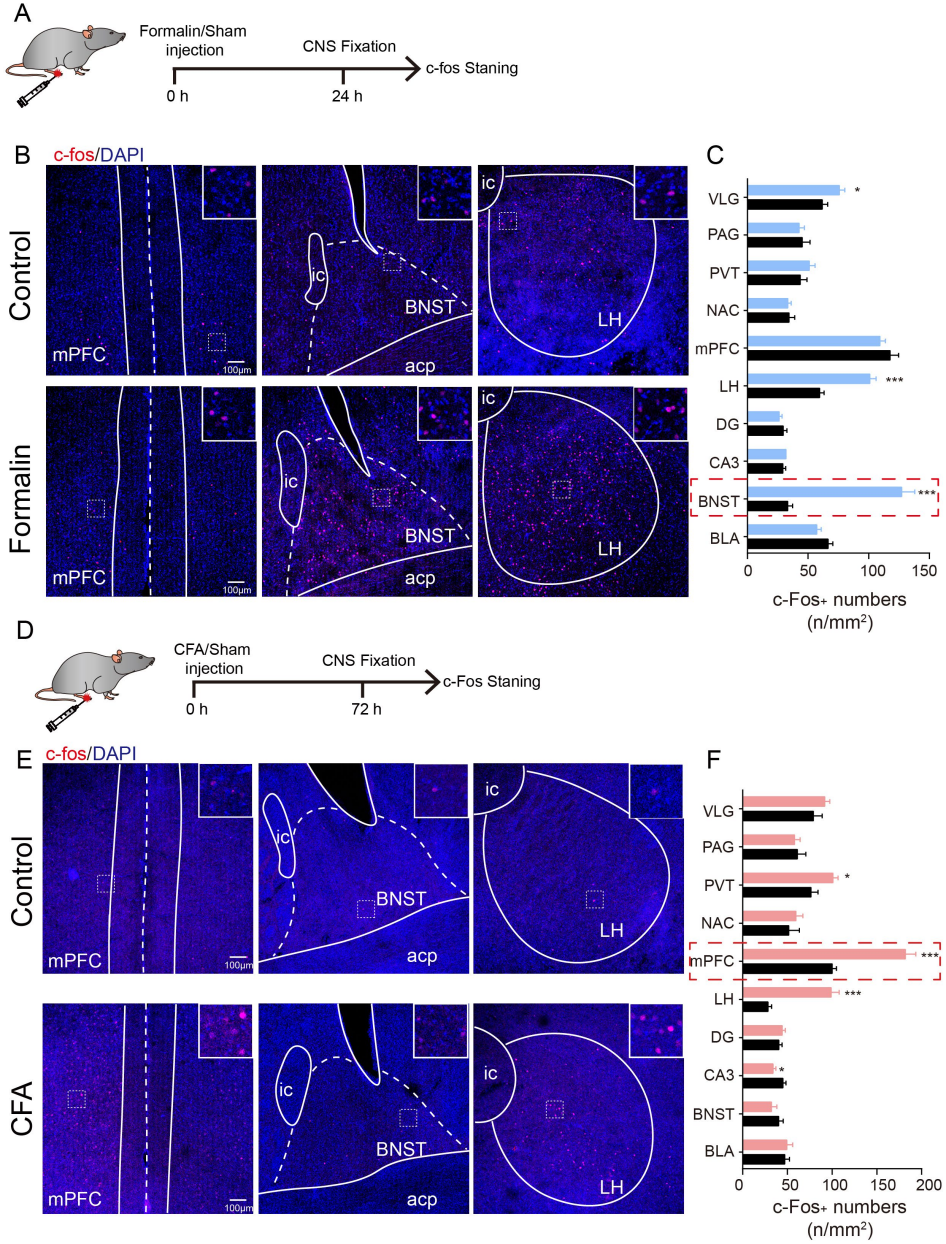
Acute and Persistent Pain Activates Distinct Brain Regions. **(A)** The timeline of formalin injection and c-Fos staining. **(B)** Representative images of c-Fos staining in the mPFC, BNST, and LH after saline and formalin injection. Insert, magnification of the squared region, indicating the co-localization of c-Fos and DAPI. **(C)** Quantification of c-Fos expression in the VLG, PAG, PVT, NAC, mPFC, LH, DG, CA3, BNST, and BLA after saline and CFA injection (*N* = 3, *n* = 9 slices each group). Scale bar = 100 μm. **(D)** The timeline of CFA injection and c-Fos staining. **(E)** Representative images of c-Fos staining in the mPFC, BNST, and LH after saline and CFA injection. Insert, magnification of the squared region, indicating the co-localization of c-Fos and DAPI. **(F)** Quantification of c-Fos expression in the VLG, PAG, PVT, NAC, mPFC, LH, DG, CA3, BNST, and BLA after saline and CFA injection (*N* = 3, *n* = 9 slices each group). Scale bar = 100 μm. The data are expressed as means ± SEM. For comparing the experimental data between two groups, the two-sided Student’s t-test was used. Significance is shown as ^*^p < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001.

### 3.3. The neuronal activity of excitatory neurons in the BNST is required for acute pain-induced anxiety-like behaviors

Given that the activation of excitatory neurons in the BNST (BNST^EXT^ neurons) promotes anxiety-like behaviors (Kim et al., 2013; Ch'ng et al., 2018; Kim and Kim, 2021), and that the increase in c-Fos expression was the most significant in the BNST after formalin injection (Figures 2B,C), we hypothesized that the activation of BNST^EXT^ neurons is responsible for acute pain-induced anxiety-like behaviors. To test this, we expressed the inhibitory Designer Receptors Exclusively Activated by Designer Drugs receptor (hM4Di DREADD) in the BNST^EXT^ neurons. Three weeks later, the mice were injected with formalin to induce acute pain (Figures 3A,B). We found that, after Clozapine-N-Oxide (CNO) injection, hM4Di-mediated inhibition of BNST^EXT^ neurons did not change pain sensitivity in the PWT test (Figure 3K), but significantly increased center exploration and center duration in the OF test (Figures 3C,E–G), without affecting the total distance in the OF test or the performance in the EPM test (Figures 3D,H–J). These results suggest that the activation of the BNST^EXT^ neurons is required for acute pain-induced anxiety-like behaviors.

**Figure 3:**
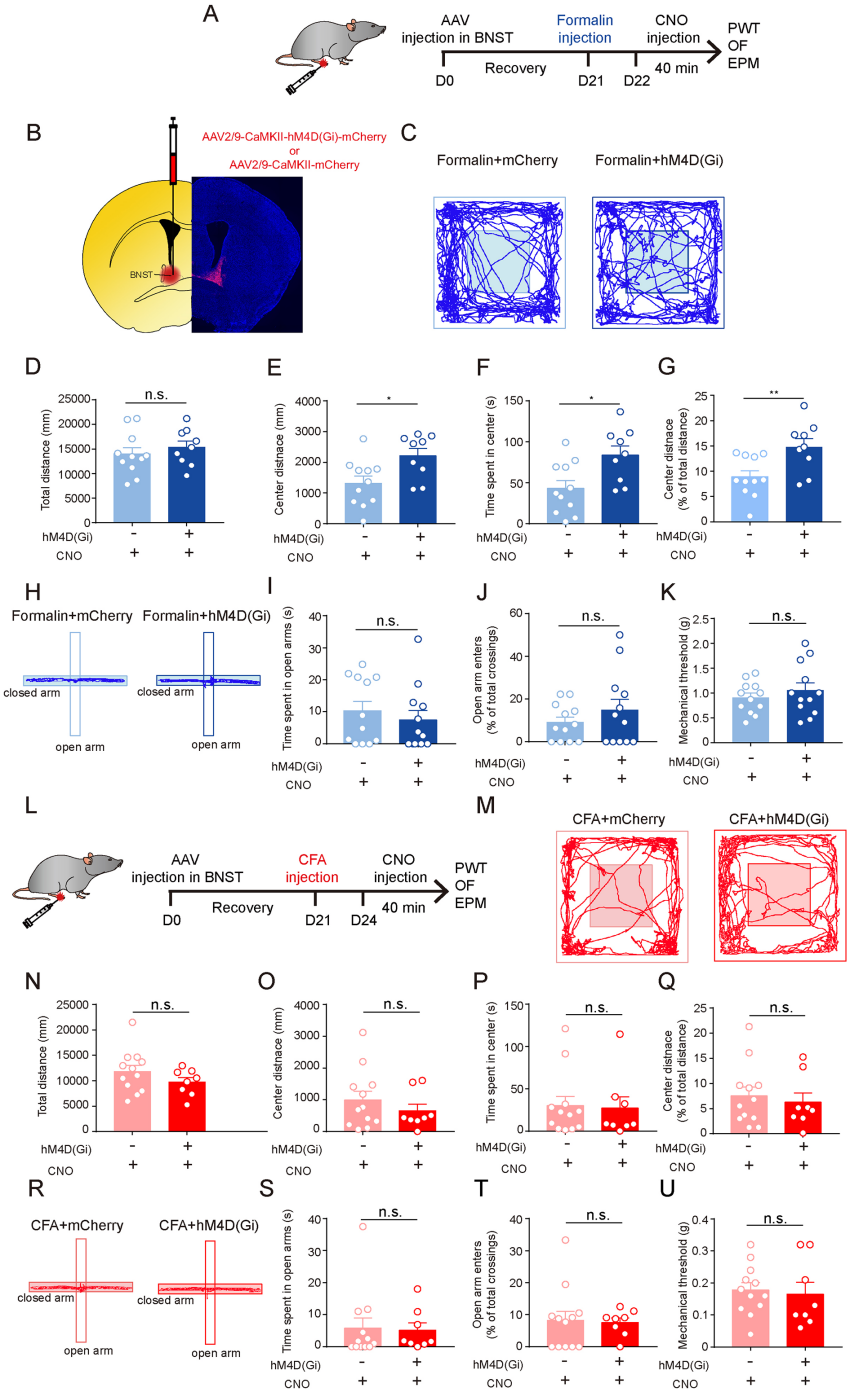
The Neuronal Activity of Excitatory Neurons in the BNST is Required for Acute Pain-Induced Anxiety-Like Behaviors. **(A)** The timeline of virus, formalin and CNO injection, and behavioral tests. **(B)** Diagram and a representative image showing injection of AAV-CaMKII-hM4d(Gi)-mCherry or (Continued)FIGURE 3 (Continued)AAV-CaMKII-mCherry into the BNST. Scale bar = 500 μm. **(C)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the OF test. **(D–G)** The total distance **(D)**, center distance **(E)**, center duration **(F)** and the percentage of center distance **(G)** of mCherry- and hM4d(Gi)-expressing mice in the OF test (sham group, *n* = 11; formalin group, *n* = 9). **(H)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the EPM test. **(I,J)** The time spent in open arms **(I)**, and the percentage of open-arm entries **(J)** of mCherry- and hM4d(Gi)-expressing mice in the EPM test (sham group, *n* = 12; formalin group, *n* = 12). **(K)** Pain threshold for mechanical allodynia of mCherry- and hM4d(Gi)-expressing mice in acute pain model (sham group, *n* = 12; formalin group, *n* = 12). **(L)** The timeline of virus, CFA and CNO injection, and behavioral tests. **(M)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the OF test. **(N–Q)** The total distance **(N)**, center distance **(O)**, center duration **(P)**, and and the percentage of center distance **(Q)** of mCherry- and hM4d(Gi)-expressing mice in the OF test (sham group, *n* = 12; CFA group, *n* = 8). **(R)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the EPM test. **(S,T)** The time spent in open arms **(S)** and the percentage of open-arm entries **(T)** of mCherry- and hM4d(Gi)-expressing mice in the EPM test (sham group, *n* = 12; CFA group, *n* = 8). **(U)** Pain threshold for mechanical allodynia of mCherry- and hM4d(Gi)-expressing mice in persistent pain model (sham group, *n* = 12; CFA group, *n* = 8). The data are expressed as means ± SEM. For comparing the experimental data between two groups, the two-sided Student’s t-test was used. Significance is shown as ^*^p < 0.05 and ^**^ *p* < 0.01.

We further investigated the role of the BNST^EXT^ neurons in persistent pain-induced anxiety-like behaviors (Figure 3L). Strikingly, compared to mCherry-expressing controls, hM4Di-mediated inhibition of BNST^EXT^ neurons did not change the performance in OF, EPM, and PWT tests of CFA-treated mice (Figures 3M–U). These results were consistent with the findings that c-Fos expression was not altered in the BNST^EXT^ neurons in CFA-induced persistent pain (Figure 2F).

Taken together, these results indicate that the neuronal activity of the BNST^EXT^ neurons is responsible for anxiety-like behaviors induced by acute pain but not by persistent pain.

### 3.4. The neuronal activity of excitatory neurons in the prelimbic mPFC is required for persistent pain-induced anxiety-like behaviors

We further investigated the neural mechanisms underlying persistent pain-induced anxiety-like behaviors. Given that the increase in c-Fos expression was most significant in the mPFC after CFA injection (Figures 2E,F), and that the mPFC is a pivotal region for anxiety-like behaviors, we first examined whether silencing the excitatory neurons in the prelimbic cortex (mPFC^EXT^ neurons) could influence persistent pain-induced anxiety-like behaviors. We expressed hM4Di in the excitatory neurons in prelimbic cortex and treated the mice with CFA injection 3 weeks later (Figures 4A,B). Three days later, when persistent pain was obtained, CNO was injected into the mice, and behavioral tests were performed (Figure 4A). We found that hM4Di-mediated inhibition of mPFC^EXT^ neurons did not change pain sensitivity in the PWT test (Figure 4K) but significantly increased center exploration and center duration in the OF test (Figures 4C–G). Additionally, inhibition of excitatory neurons in prelimbic cortex led to significant increases in the open arm duration and entries in the EPM test (Figures 4H–J). These results suggest that the activation of the mPFC^EXT^ neurons is required for persistent pain-induced anxiety-like behaviors.

**Figure 4:**
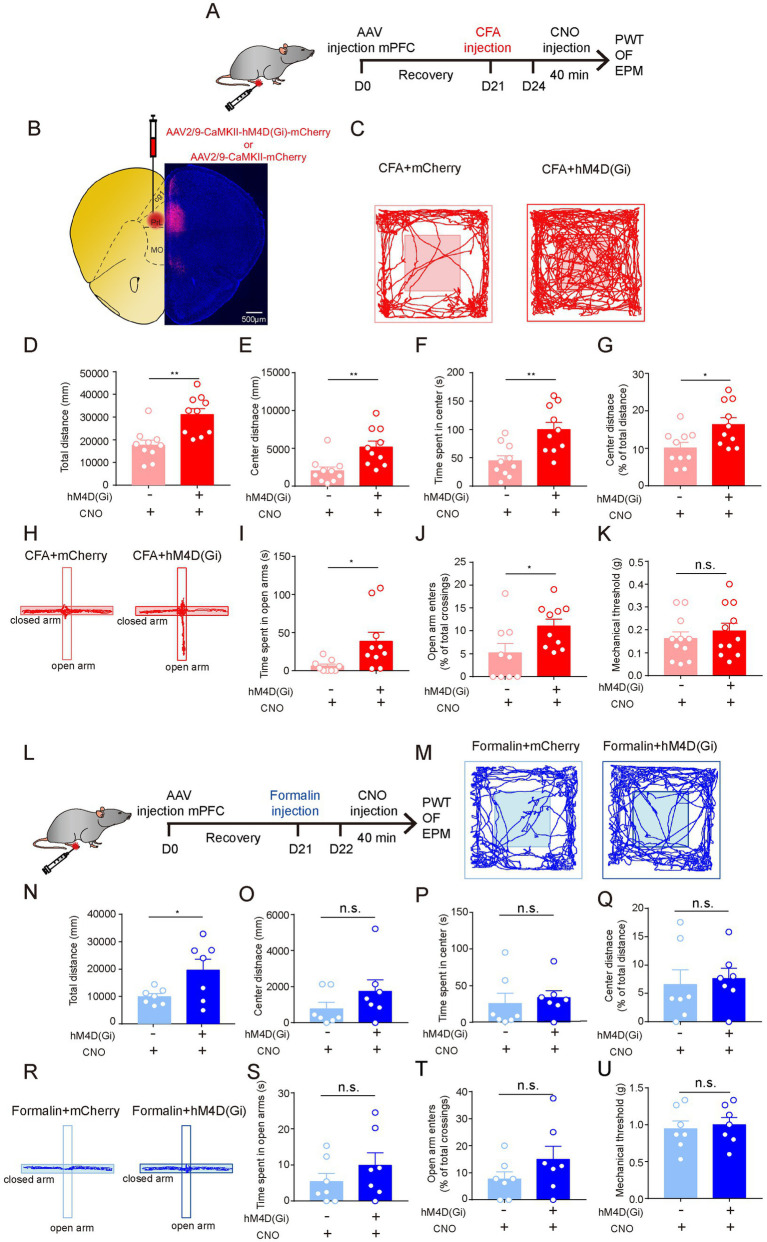
The Neuronal Activity of Excitatory Neurons in the Prelimbic mPFC is Required for Persistent Pain-Induced Anxiety-Like Behaviors. **(A)** The timeline of virus, CFA and CNO injection, and behaviour tests. **(B)** Diagram and a representative image showing injection of AAV-CaMKII-hM4d(Gi)-mCherry or (Continued)FIGURE 4 (Continued)AAV-CaMKII-mCherry into the prelimbic mPFC. Scale bar = 500 μm. **(C)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the OF test. **(D–G)** The total distance **(D)**, center distance **(E)**, center duration **(F)**, and the percentage of center distance **(G)** of mCherry- and hM4d(Gi)-expressing mice in the OF test (sham group, *n* = 10; CFA group, *n* = 10). **(H)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the EPM test. **(I,J)** The time spent in open arms **(I)** and the percentage of open-arm entries **(J)** of mCherry- and hM4d(Gi)-expressing mice in the EPM test (sham group, *n* = 9; CFA group, *n* = 10). **(K)** Pain threshold for mechanical allodynia of mCherry- and hM4d(Gi)-expressing mice in persistent pain model (sham group, *n* = 11; CFA group, *n* = 11). **(L)** The timeline of virus, formalin and CNO injection, and behavioral tests. **(M)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the OF test. **(N-Q)** The total distance **(N)**, center distance **(O)** and center duration **(P)**, and the percentage of center distance **(Q)** of mCherry- and hM4d(Gi)-expressing mice in the OF test (sham group, *n* = 7; formalin group, *n* = 7). **(R)** Representative locomotion traces of mCherry- (light) and hM4d(Gi)-expressing (dark) mice in the EPM test. **(S,T)** The time spent in open arms **(S)** and the percentage of open-arm entries **(T)** of mCherry- and hM4d(Gi)-expressing mice in the EPM test (sham group, *n* = 7; formalin group, *n* = 7). **(U)** Pain threshold for mechanical allodynia of mCherry- and hM4d(Gi)-expressing mice in acute pain model (sham group, *n* = 7; formalin group, *n* = 7). The data are expressed as means ± SEM. For comparing the experimental data between two groups, the two-sided Student’s t-test was used. Significance is shown as ^*^p < 0.05 and ^**^ *p* < 0.01.

We further investigated the role of the mPFC^EXT^ neurons in acute pain-induced anxiety-like behaviors (Figure 4L). Strikingly, compared to mCherry-expressing controls, hM4Di-mediated inhibition of mPFC^EXT^ neurons did not change the performance in OF, EPM, and PWT tests of formalin-treated mice (Figures 4M–U). These results suggest that the excitatory neurons in prelimbic cortex are not involved in acute pain-induced anxiety-like behaviors.

Taken together, these results indicate that the neuronal activity of the mPFC^EXT^ neurons is responsible for anxiety-like behaviors induced by persistent pain but not by acute pain.

### 3.5. Acute and persistent pain elicits distinct transcriptomic changes in the BNST and prelimbic mPFC

The intriguing findings that the BNST and prelimbic mPFC are essential for acute and persistent pain-related anxiety-like behaviors, respectively, led us to investigate the underlying molecular mechanisms. The results that the BNST and prelimbic mPFC were activated differentially after acute and persistent pain raised the possibility that the transcriptomic patterns of these two brain regions may differ after acute or persistent pain induction. To test this hypothesis, we isolated the two regions from the brain and performed RNA sequencing (RNA-seq) to identify the transcriptomic differences after the mice were injected with formalin or CFA (Figure 5A). 

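The BNST is a nucleus of the limbic forebrain beside the lateral ventricle, and the prelimbic area is a part of the mPFC. Messenger RNA of each region was read from 3 formalin-injected mice, 3 CFA-injected mice and 3 control mice, which makes 18 libraries in 6 groups of 3. Tissue was collected 24 h after 10 μL of 1% formalin and 72 h after 10 μL of 50% CFA, so the kind of injection and the time of collection differ together between the pain models. The methods of the paper describe control mice without an injection, whereas its figure legends call them sham-treated.
The deposited table holds whole read counts of 55401 genes in these 18 libraries. The BNST libraries held a median of 15602172 counts in the control group (14781315 to 16958300), 17014038 after formalin (15943983 to 21774670) and 20192416 after CFA (17660487 to 20547436). The mPFC libraries held a median of 19938727 counts in the control group (18558693 to 21155401), 15862972 after formalin (15684723 to 23408503) and 16101615 after CFA (16035351 to 18072569). The 18994 genes with enough counts to be tested took 99.88% of all counts. Every comparison comes from 1 edgeR quasi-likelihood model of the 6 groups with TMM normalization, and levels are given as CPM, a gene's counts scaled by the TMM-adjusted library size. A gene is called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5. Replicates of 1 group differed by more than counting noise, with a chi-square per degree of freedom of 3.64 to 75.02 between pairs. In simulated counts with the fitted spread, the model recovered 49.3% of genes changed by 0.75 on the log2 scale between BNST formalin and control. It recovered 74.6% of those changed by 1 and 90.9% of those changed by 2. Both regions share the fitted spread, but replicate pairs ran from 7.68 to 75.02 in the BNST and from 3.64 to 10.3 in the mPFC. Genes were also simulated independently of each other, so these shares can be too high for the BNST. Lists of marker and pathway genes, 29 in all, were fixed before the data were examined. Several of their members can be read in the paper's network figure, which had been seen by then and comes from these same libraries. Counts and tests of lists with such members are therefore not independent of these data.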

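Ttr, which encodes transthyretin and is made by the choroid plexus of the ventricles, had the largest weight of all genes on the first principal component of the 9 BNST libraries. Its level was 2440, 7330 and 4690 CPM in the 3 formalin libraries and 2.35, 579 and 10.5 CPM in the 3 control libraries. CFA replicate 2 held 15300 CPM of Ttr, while the other CFA libraries held 137 and 117 CPM. Tmem72, Slc4a5 and Kcne2 followed Ttr in weight on this component. The second component carried Cd4, Adora2a, Top2a and Mki67 on its positive side, and Pou4f1, Chrnb3 and Avp on its negative side.
The components, computed from log2 CPM of all 18994 tested genes, held 33% and 26.9% of the variance. The 3 formalin libraries lay at 16 to 36.4 on the first component and the 3 control libraries at −37.8 to −30.6. The CFA libraries lay at −49.9 to −25.8 on the second component, below the other 6. CFA replicate 2 stood apart from its group at 62.9 on the first component. Its mean distance to the other CFA libraries, 98.1, was close to its mean distance of 99.9 to the control and formalin libraries, and its nearest library was formalin replicate 3. The 3 groups were further apart than any other grouping of the 9 libraries into 3 groups of 3 (pseudo-F = 2.45; exact permutation test, p = 0.0036, the smallest p that the 280 groupings allow). With DESeq2's variance-stabilized values of the 500 most variable genes, the separation did not pass (exact permutation test, p = 0.05).

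**Figure D1:**
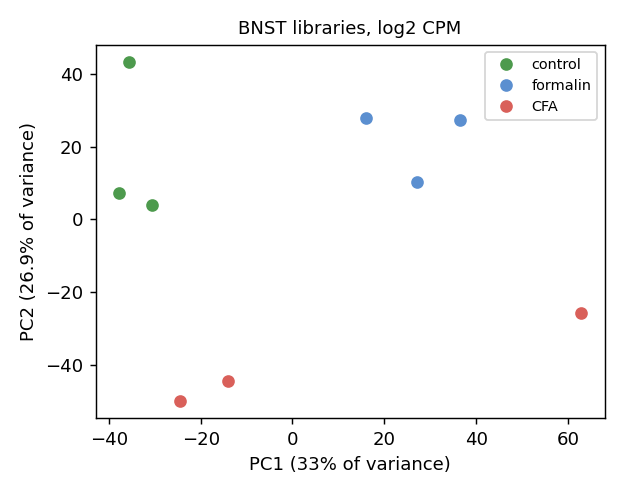
First and second principal components of the 9 BNST libraries, 1 point per library, with the share of variance on each axis. CFA replicate 2 lies at 62.9 on the first component, apart from the other CFA libraries.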

Principal component analysis (PCA) showed a clear separation among the acute pain, persistent pain, and control groups in the BNST (Figure 5B), indicating that acute and persistent pain induces different responses in the BNST. The volcano plot also showed that the gene expression patterns significantly differed between the CFA and formalin groups in the BNST (Figure 5C). Similarly, PCA results showed that acute and persistent pain also induced different responses in the prelimbic mPFC. 

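Mki67 and Top2a, genes of dividing cells, were higher in the BNST after formalin than after CFA by 3.25 and 3.45 on the log2 scale. Plin4, which coats lipid droplets, was at 6.61 ± 1.94 CPM (mean ± SD, n = 3) after formalin and 51.9 ± 21.4 CPM (n = 3) after CFA, a log2 fold change of −2.97 (standard error 0.35, adjusted p = 0.00019 from edgeR). Vasopressin (Avp) and neurokinin B (Tac2) were lower after formalin by log2 fold changes of −2.92 and −2.27. For each of these 5 genes, the 3 libraries of one group lay above the 3 of the other. Lack of overlap was a condition of the rule by which most genes were named, so it is no separate evidence.
Of the 18994 genes tested, 1305 differed between formalin and CFA in the BNST, 743 higher and 562 lower after formalin. At an adjusted p under 0.05 with any fold change, 2835 genes differed. Fewer than 1305 passed with the region's 9 libraries alone, the comparison's 6 libraries or edgeR's glmTreat, which tests against the fold minimum itself. The call of Avp was lost without formalin replicate 1, formalin replicate 2 or CFA replicate 1 (adjusted p up to 0.12 from edgeR). The count rose to 2414 without CFA replicate 2, and it fell to 809 without formalin replicate 1, 822 without formalin replicate 2 and 826 without CFA replicate 1, and another split of the same 6 libraries gave up to 547 genes. Among the 15 glucocorticoid-responsive genes, 10 were lower after formalin than after CFA (10 when adjusted over the list alone), and so were 6 of the 8 heat shock genes (8 when adjusted over the list alone). Both lists passed limma's camera (adjusted p = 4.7e-10 and 3.6e-07), but neither held with an estimated correlation (adjusted p = 0.09 for each). In the same comparison most striatal markers were higher and all habenular markers lower, so tissue content was not separated from these changes. Among the 19 microglial genes tested, 4 were higher after formalin (4 when adjusted over the list alone), but none of these calls (Cd33, Fcrls, Itgam and P2ry12) held without formalin replicate 1.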

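Plin4, Fbxw23 and Xdh were among the genes with the largest positive weights on the first principal component of the mPFC, and Opalin, Enpp6 and the mitochondrial genes mt-Tg and mt-Nd3 were among those with the largest negative weights. The 3 CFA libraries lay at 23.7 to 31.1 on this component, and the other 6 libraries at −19.4 to −9.9. Formalin and control libraries separated on the second component, where Igfbpl1 had a positive weight and Ttr a negative one. The control libraries lay there at 11 to 34.5 and the formalin libraries at −27.2 to −9.5.
The components held 21.4% and 17.6% of the variance over all tested genes. No other grouping of the 9 mPFC libraries into 3 groups of 3 separated them as far (pseudo-F = 1.79; exact permutation test, p = 0.0036, again the smallest possible of 280 groupings). Each mPFC library was nearer to its own group than to the others, with mean distances of 57 to 62.1 within groups and 63.8 to 70.8 between groups.

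**Figure D2:**
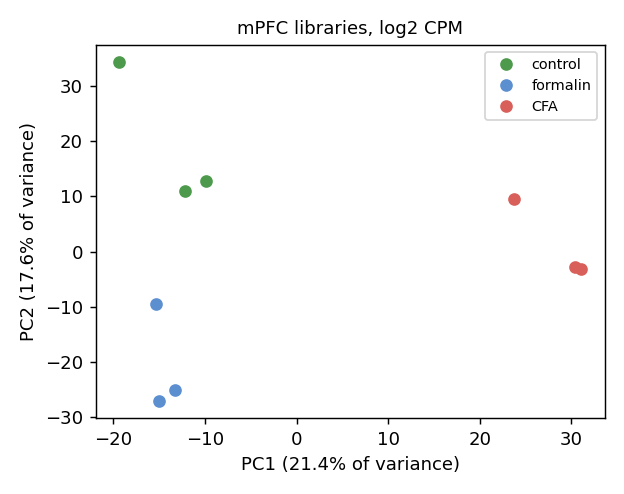
First and second principal components of the 9 mPFC libraries, 1 point per library, with the share of variance on each axis. The CFA libraries lie at 23.7 to 31.1 on the first component, to the right of the control and formalin libraries.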

The volcano plot also showed that the gene expression patterns significantly differed in the prelimbic mPFC after CFA and formalin treatment (Figures 5D,E). 

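Tfrc, the transferrin receptor, was at 163 ± 8.97 CPM (mean ± SD, n = 3) in the mPFC after formalin and at 84.5 ± 1.05 CPM (n = 3) after CFA. Its log2 fold change was 0.95 (standard error 0.12, adjusted p = 0.00074 from edgeR). Marcksl1, which binds actin, was higher after formalin by 1.09 on the log2 scale (standard error 0.12, adjusted p = 0.00029 from edgeR), with 64.5 ± 11.2 CPM after formalin and 30.3 ± 3.08 CPM after CFA. The clock gene Dbp was higher after formalin by 1.01, whereas Per2, another clock gene, was lower by a log2 fold change of −0.79. Among the microglial genes, P2ry12, Cd33, Itgam and Gpr34 were higher after formalin, which makes 4 of 19 (6 when adjusted over the list alone; camera adjusted p = 2.7e-08, but 0.3 with an estimated correlation). Hif3a, Sult1a1 and Fkbp5, which respond to glucocorticoids, were lower after formalin than after CFA by log2 fold changes of −1.61, −1.21 and −1.16. In all, 6 of 15 genes of that list were lower (10 when adjusted over the list alone; camera adjusted p = 2.9e-13, but 0.068 with an estimated correlation). Of the 13 mitochondrially encoded genes, mt-Nd1 and mt-Nd6 were higher after formalin (3 genes when adjusted over the list alone; camera adjusted p = 1.1e-11, but 0.073 with an estimated correlation).
In total, 177 genes differed between formalin and CFA in the mPFC, 71 higher and 106 lower after formalin, and 334 did at any fold change. The count was 64 and 50 without formalin replicates 1 and 3, and 55, 84 and 75 without CFA replicates 1, 2 and 3. It was 266 without BNST CFA replicate 2, which is not compared here but is among the 18 libraries that share the model's estimate of the spread. Replicate pairs with that library had the highest chi-square per degree of freedom, 57 and 75.02. Whether this spread caused the rise was not tested. More genes passed with DESeq2, with the region's 9 libraries alone and with the comparison's 6 libraries, and fewer with glmTreat. Of the microglial and mitochondrial calls, Itgam, Gpr34 and mt-Nd6 were lost without any 1 of the 6 libraries compared (adjusted p up to 0.13 from edgeR). P2ry12, Cd33 and mt-Nd1 were lost without formalin replicate 3, CFA replicate 1 or CFA replicate 2, P2ry12 also without formalin replicate 1 and Cd33 also without formalin replicate 2 (adjusted p up to 0.11 from edgeR).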

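Neat1, a long noncoding RNA of the nucleus, was at 184 ± 30.4 CPM (mean ± SD, n = 3) in the BNST after formalin and at 90.8 ± 3.21 CPM (n = 3) in the control, a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.04 from edgeR). The retinoic acid receptor gene Rara was higher by 1.09 (standard error 0.16, adjusted p = 0.019 from edgeR), and Ccdc3 by 1.91. Cnr1, the cannabinoid receptor 1 gene, was lower after formalin (log2 fold change −0.72, standard error 0.14, adjusted p = 0.045 from edgeR), with 133 ± 33.5 CPM against 218 ± 38.9 CPM in the control. After CFA, the kinase gene Sgk1 was at 304 ± 136 CPM and at 54.5 ± 10 CPM in the control, a log2 fold change of 2.48 (standard error 0.24, adjusted p = 1.1e-05 from edgeR). Adora2a was at 9.95 ± 6.26 CPM after CFA and 145 ± 66.6 CPM in the control, a log2 fold change of −3.87 (standard error 0.46, adjusted p = 1e-04 from edgeR). In each of these comparisons, the 3 libraries of one group lay above the 3 of the other, which the naming rule required of most genes. The formalin calls of Neat1, Ccdc3 and Cnr1 were lost on leaving out any 1 of 13, 14 and 14 of the 18 libraries (adjusted p up to 0.15 from edgeR), whereas those of Rara, Sgk1 and Adora2a passed without each of the 18.
After formalin, 57 genes of the BNST differed from the control, 37 higher and 20 lower, so 64.9% were higher (95% interval 51.1% to 77.1%, genes taken as independent). After CFA, 2269 genes differed from the control, 928 higher and 1341 lower, so 40.9% were higher (95% interval 38.9% to 43%). Of the 37 genes higher after formalin, 22 were also called higher after CFA, Neat1 and Ccdc3 among them. Of the 20 lower genes, 18 were also called lower after CFA, including Cnr1. Both comparisons used the same 3 control libraries. A change common to both pain models was therefore not separated from a peculiarity of these controls. Other splits of the libraries compared gave up to 88 genes for formalin and up to 34 for CFA. The intervals count genes that move together as separate, and mice were not resampled. The formalin count moved by more than 1.5 times with every library left out except CFA replicate 1, without which it was 41. It was 37, 6 and 314 without control replicates 1, 2 and 3, and 2, 16 and 2 without formalin replicates 1, 2 and 3. It rose to 903 without CFA replicate 2 and to 127 without CFA replicate 3. Leaving out mPFC libraries, which share the estimate of the spread, gave 27 without control replicate 3 and 3 or 4 without each of the other 8. The share was 29.9% without control replicate 3, 37.5% without formalin replicate 2 and 100% without formalin replicate 3. With DESeq2, 404 genes differed after formalin, 82.2% of them higher, and the share after CFA was 45.7%. The region's 9 libraries alone gave 1 gene for formalin (share higher 0%), the comparison's 6 libraries 214 (97.7%) and the lane 2 libraries 389 (48.1%). For formalin, the count was 0 when edgeR's glmTreat tested against the fold minimum itself and 61 with limma-voom, while 3726 genes had an unadjusted p under 0.05. For CFA, the region's 9 libraries alone gave 447 genes higher and 905 lower (33.1% higher). The comparison's 6 libraries gave 193 and 583 (24.9%), and glmTreat 92 and 353 (20.7%).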

Interestingly, in the BNST, acute pain induced a larger proportion of upregulated genes than persistent pain (81.75% in the formalin model vs. 46.21% in the CFA model) (Figure 5F). On the contrary, a larger proportion of upregulated genes were observed in the prelimbic mPFC after persistent pain compared to acute pain (44.79% in the CFA model vs. 22.14% in the formalin model) (Figure 5G). These results indicated that acute and persistent pain induced differential gene expression patterns in the BNST and prelimbic mPFC, and that the differential activation of the BNST and prelimbic mPFC is associated with differential gene expression.

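Trib1, a pseudokinase gene, was at 24 ± 0.844 CPM (mean ± SD, n = 3) in the mPFC after formalin and at 41.7 ± 5.02 CPM (n = 3) in the control, a log2 fold change of −0.80 (standard error 0.10, adjusted p = 0.0042 from edgeR). The immediate early gene Dusp1 was lower as well, with 31.3 ± 5.95 CPM against 59.7 ± 4.13 CPM (log2 fold change −0.93, standard error 0.19, adjusted p = 0.038 from edgeR). The mitochondrial gene mt-Nd1 was higher after formalin by 0.60 (standard error 0.12, adjusted p = 0.032 from edgeR). After CFA, Fkbp5, which encodes a chaperone of the glucocorticoid receptor, was at 46.7 ± 6.07 CPM and at 19 ± 0.944 CPM in the control, a log2 fold change of 1.30 (standard error 0.13, adjusted p = 0.00015 from edgeR). For each of these 4 genes, the 3 libraries of one group lay above the 3 of the other, again a condition of the naming rule and no separate evidence.
After CFA, 120 genes of the mPFC differed from the control, 64 higher and 56 lower, so 53.3% were higher (95% interval 44% to 62.5%, genes taken as independent). After formalin, 51 genes differed from the control, 12 higher and 39 lower, so 23.5% were higher (95% interval 12.8% to 37.5%). At an unadjusted p under 0.05, 2614 and 2677 genes passed. DESeq2 gave 263 genes for CFA (44.5% higher) and 130 for formalin, the region's 9 libraries alone 498 (40.8%) and 252, and the comparison's 6 libraries 483 (42.4%) and 209. The lane 2 libraries gave 191 for CFA (46.6%), and glmTreat 7 (85.7%) and 0. Leaving out formalin replicates 1, 2 and 3 changed the formalin count to 2, 23 and 0, and leaving out control replicates 1, 2 and 3 changed it to 5, 1 and 1. It was 9, 29 and 22 without CFA replicates 1, 2 and 3, which share the estimate of the spread, as do BNST formalin replicates 2 and 3 (29 and 33) and BNST CFA replicate 2 (93). The CFA count was 56, 44 and 42 without control replicates 1, 2 and 3, 31, 60 and 52 without CFA replicates 1, 2 and 3, and 191 without BNST CFA replicate 2. The formalin share was 48.9% among the 131 genes past the adjusted p at any fold change, and 0% without control replicate 2, control replicate 3 or formalin replicate 1. The call of Fkbp5 passed without each of the 18 libraries and that of Trib1 without all but formalin replicate 3 (adjusted p = 0.064 from edgeR). Those of Dusp1 and mt-Nd1 were lost without 10 and 8 of the 18 (adjusted p up to 0.18 from edgeR).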

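The change after CFA of Ryr1, a calcium channel gene of the endoplasmic reticulum, differed between the BNST and the mPFC (log2 difference −2.39, standard error 0.23, adjusted p = 2.6e-05 for the region difference in edgeR). The transcription factor gene Egr3 had a log2 difference of −2.06 between the regions (standard error 0.22, adjusted p = 5.6e-05 from edgeR), and the kinase gene Sgk1 one of 1.58 (standard error 0.32, adjusted p = 0.012 from edgeR). Per2 had a log2 fold change of −0.42 in the BNST, under the fold minimum, and was higher in the mPFC by 0.72 (log2 difference −1.14, standard error 0.12, adjusted p = 5.2e-05 from edgeR). After formalin, the synaptic vesicle gene Synpr had a log2 difference of −1.01 between the regions (standard error 0.17, adjusted p = 0.023 from edgeR).
The change after CFA differed between the BNST and the mPFC for 792 genes, of which 574 were lower in the BNST relative to the mPFC. The change after formalin differed for 30 genes, 21 of them lower, and for 53 with the animal as a block. The fit with the block used a consensus correlation (0.057), unlike the model that gave 30 genes. The effect of the block alone was therefore not isolated. After CFA, 28 genes were higher in both regions, Plin4, Fkbp5, Cdkn1a, Hif3a and Tsc22d3 among them, where independent lists of these sizes would share 3.1. Another 24 genes were lower in both, including Dbp and Opalin, where independent lists would share 4. By their animal numbers, the CFA libraries of both regions came from the same mice (1, 2 and 3), as did those of control mice 2 and 4. Anything particular to these mice would appear in both regions, so independent lists are only a rough yardstick. The mPFC calls of Hif3a, Tsc22d3 and Opalin were lost without 12, 6 and 3 of the 18 libraries in turn (adjusted p up to 0.18 from edgeR), and the BNST call of Opalin without control replicate 1, CFA replicate 1 or CFA replicate 3 (adjusted p up to 0.059 from edgeR). No gene called after formalin was shared between the regions in the same direction, where independent lists of these sizes would also share 0. The number of genes whose formalin change differed was 0 without mPFC control replicate 2, mPFC control replicate 3 or mPFC formalin replicate 2, while 2779 genes had an unadjusted p under 0.05 in edgeR with all libraries and DESeq2 called 269. It was 1 and 9 without mPFC formalin replicates 1 and 3, 15 without mPFC CFA replicate 1, 16 and 5 without BNST formalin replicates 2 and 3, 89 and 156 without BNST control replicates 1 and 3, and 525 and 68 without BNST CFA replicates 2 and 3. That for CFA was 497 without mPFC CFA replicate 1.
From the separation of the groups in the PCA, the volcano plots and the shares of upregulated genes in Figure 5, the paper concludes that acute and persistent pain change gene expression differently in the BNST and prelimbic mPFC. It links this to the different activation of both regions, which it takes from c-Fos staining and not from these libraries.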

**Figure 5:**
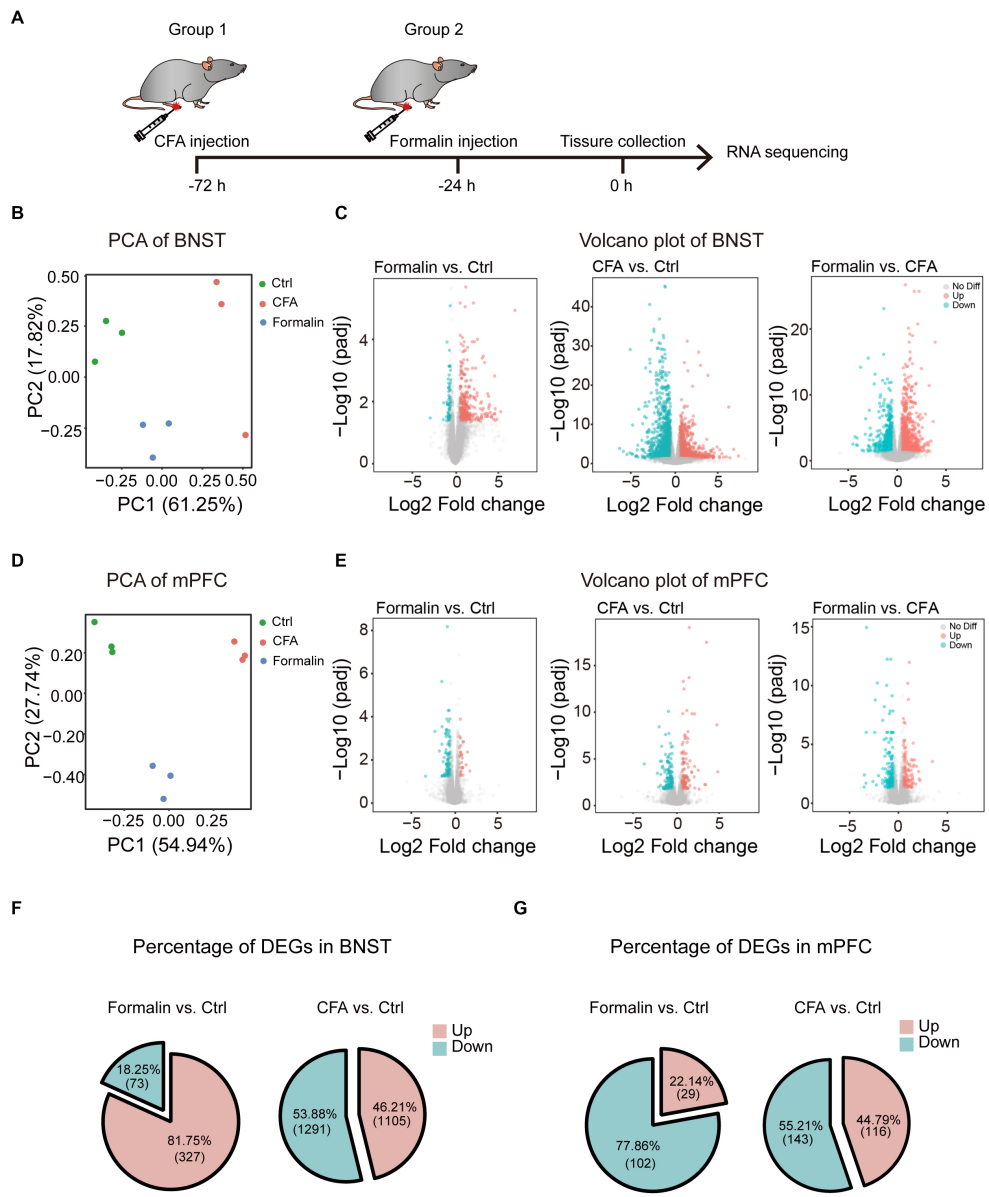
Distinct Transcriptomic Features of the BNST and Prelimbic mPFC in the Two Pain Models. **(A)** The timeline of formalin and CFA injection, tissue collection, and RNA sequencing (n = 3 mice each group). **(B)** PCA of gene expression in the BNST of formalin-, CFA-, and sham-treated mice. **(C)** Volcano plots comparing the DEGs in the BNST of formalin-, CFA-, and sham-treated mice. Blue dots and red dots represented the down-regulated and up-regulated genes. Grey dots represented genes not significantly changed. **(D)** PCA of gene expression in the prelimbic mPFC of formalin-, CFA-, and sham-treated mice. **(E)** Volcano plots comparing the DEGs in the prelimbic mPFC of formalin-, CFA-, and sham-treated mice. Blue dots and red dots represented the down-regulated and up-regulated genes. Grey dots represented genes not significantly changed. **(F)** The percentage of up-regulated (red) and down-regulated (blue) DEGs in the BNST. **(G)** The percentage of up-regulated (red) and down-regulated (blue) DEGs in the prelimbic mPFC.

Next, we investigated the functions of the differentially expressed genes (DEGs) in the BNST and prelimbic mPFC. Heatmaps of gene expression showed that formalin and CFA induced substantial amounts of DEGs in both BNST and mPFC (Figures 6A,B). 

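Transcripts of the choroid plexus stood far above the control in the BNST after formalin, with a median log2 fold change of 3.91 over the 9 genes of that list. Kl was at 356 ± 184 CPM (mean ± SD, n = 3) after formalin and 23.6 ± 30.4 CPM (n = 3) in the control. None of the 9 passed over all genes in edgeR (Kl adjusted p = 0.16), 9 had an unadjusted p under 0.05 and 9 passed when adjusted over the list alone, while DESeq2 called 3 over all genes and limma-voom 0. The list passed camera (adjusted p = 1.7e-07, but 0.32 with an estimated correlation). The ependymal list had a median of 0.96, with no gene called in edgeR, 4 at an unadjusted p under 0.05, 4 when adjusted over the list alone, 1 with DESeq2 and 0 with limma-voom (camera adjusted p = 1.3e-05, but 0.31 with an estimated correlation). The 16 myelin genes had a median of 0.46 after formalin with 16 positive, and the 12 genes of mural cells and fibroblasts a median of 0.42 with 12 positive (camera adjusted p = 6.1e-09 and 0.0034, but 0.32 for each with an estimated correlation). None of either list was called in edgeR (11 and 4 at an unadjusted p under 0.05, 3 and 0 when adjusted over the list alone, 2 and 0 with DESeq2, 0 with limma-voom). After CFA, the choroid plexus list had a median of 3.69 in the BNST, which CFA replicate 2 decided. In edgeR, Folr1 was the only one called over all genes (DESeq2 called 6 and limma-voom 0), and it had a log2 fold change of 3.81 and of −0.36 without that library, and its call was also lost without each of 15 others.
Among genes that respond to glucocorticoids, several were higher after CFA in both regions. In the BNST 11 of 15 were called (11 when adjusted over the list alone, median log2 fold change 1.15; camera adjusted p = 2.7e-09, but 0.12 with an estimated correlation). In the mPFC 6 of 15 were called (10 when adjusted over the list alone, median 0.70; camera adjusted p = 1.7e-15, and 0.023 with an estimated correlation). Heat shock genes followed, with 7 of 8 higher in the BNST (7 when adjusted over the list alone; camera adjusted p = 1.9e-06, but 0.12 with an estimated correlation). In the mPFC Hspa8 alone of the 8 was called in edgeR (2 with DESeq2 and 1 with limma-voom), although not without control replicate 2 or 3 or CFA replicate 1 or 2 (4 when adjusted over the list alone; camera adjusted p = 7.7e-09, and 0.023 with an estimated correlation).
Of 16 myelin genes, 5 were lower in the mPFC after CFA, Opalin and Mog among them (12 when adjusted over the list alone; camera adjusted p = 2.7e-14, but 0.28 with an estimated correlation). Of 16 immediate early genes, Dusp1, Ier2 and Nr4a1 were lower in the mPFC after formalin (4 when adjusted over the list alone; camera adjusted p = 1.3e-08, but 0.44 with an estimated correlation). Dusp1, Ier2 and Nr4a1 were not called without 10, 9 and 14 of the 18 libraries in turn (adjusted p up to 0.21 from edgeR), nor were Opalin and Mog without 3 and 9 (adjusted p up to 0.17 from edgeR). In the BNST after CFA, 6 of the 16 immediate early genes were lower, among them Egr3, Egr1 and Arc (6 when adjusted over the list alone; camera adjusted p = 0.003, but 0.49 with an estimated correlation). Without control replicate 3, Arc and Junb were not called, nor was Junb without CFA replicate 1 (adjusted p up to 0.11 from edgeR). All 16 striatal markers were lower in the same comparison and 5 habenular markers higher, so tissue content was not separated from this fall. Of 13 mitochondrially encoded genes, mt-Nd1 was higher in the mPFC after formalin, though not without 8 of the 18 libraries in turn (5 when adjusted over the list alone; camera adjusted p = 4e-12, but 0.18 with an estimated correlation). Fos did not pass in any comparison within a region (adjusted p = 0.33 to 0.88 from edgeR).

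**Figure D3:**
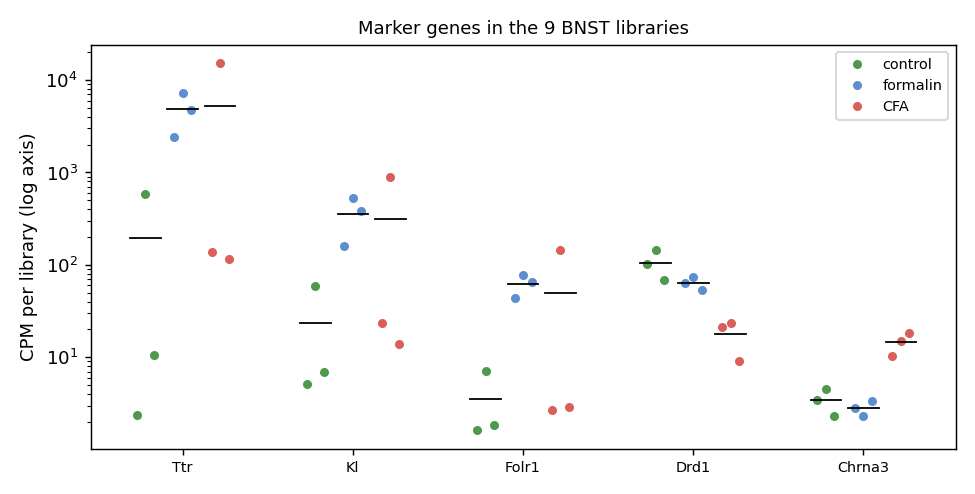
Levels of Ttr, Kl, Folr1, Drd1 and Chrna3 in the 9 BNST libraries, in CPM on a log axis, 1 point per library by group and a line at each group's mean. Ttr reaches 15300 CPM in CFA replicate 2 and 2.35 CPM in control replicate 1.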

To investigate the function of these DEGs, we performed GSEA on the DEGs. Given the importance of neuronal function and activity in pain- and anxiety-related behaviors, we specifically focused on the Gene Ontology (GO) terms relevant to neuronal excitability and functions, such as synaptic transmission, ion channels, and neural projection. 

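Synpr, a synaptic vesicle membrane gene, was at 80.2 ± 13.4 CPM (mean ± SD, n = 3) in the BNST after formalin and at 117 ± 15.4 CPM (n = 3) in the control, a log2 fold change of −0.55 (standard error 0.12, adjusted p = 0.048 from edgeR). It was the only one of 25 synaptic vesicle genes called after formalin (1 when adjusted over the list alone), and its call was lost without any 1 of 15 of the 18 libraries. None of 24 neuronal action potential genes was called after formalin in edgeR (11 at an unadjusted p under 0.05, 1 when adjusted over the list alone, 1 with DESeq2 and 0 with limma-voom), although the sodium channel gene Scn3a had an adjusted p of 0.04 from edgeR with a log2 fold change of −0.45. After CFA, 5 of these 24 were lower, including Scn4b and Kcna4 (5 when adjusted over the list alone). These 2 reversed with the level of striatal markers as a term (log2 fold change 0.36 and 0.18), a setting chosen after the data were examined. That level did not overlap between CFA (4.81 to 5.6 log2 CPM) and control (6.83 to 8.03), so the reversal cannot be read apart from the group. Of the vesicle genes, 5 were lower and 2 higher after CFA (the same counts when adjusted over the list alone), with Cplx2 lower at 419 ± 31.2 CPM against 848 ± 59.2 CPM in the control (log2 fold change −1.02, standard error 0.13, adjusted p = 5.2e-05 from edgeR). Among 11 cortical pyramidal neuron genes, none was called after formalin in edgeR (6 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone, 1 with DESeq2 and 0 with limma-voom) and Lamp5 was lower after CFA.
The median log2 fold change of the action potential genes was −0.26 after formalin (camera adjusted p = 0.00051, but 0.54 with an estimated correlation) and −0.33 after CFA (camera adjusted p = 0.0097, but 0.62 with an estimated correlation). That of the vesicle genes was −0.21 after formalin (camera adjusted p = 0.00078, but 0.54 with an estimated correlation) and 0.01 after CFA (camera adjusted p = 0.43). Their mean after CFA was −0.06, opposite in sign to the median. In the BNST after formalin, the choroid plexus list had a median of 3.91, the myelin list of 0.46 and the striatal list of −0.69. The medians of the neuronal lists do not separate a change of neurons from one of tissue content. The pyramidal neuron list did not pass camera after formalin (adjusted p = 0.42) or after CFA (adjusted p = 0.67). The lists hold named genes of each function and are not the Gene Ontology terms, and the difference between formalin and CFA passed camera for neither the action potential genes (adjusted p = 0.63) nor the vesicle genes (adjusted p = 0.18).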

Consistent with higher activation and correlation of the BNST in the formalin-induced acute pain model, the changes in the expression of genes related to neuronal excitability and functions, including neuronal action potential, pyramidal neuron development, and synaptic vesicles, were more significant in the BNST after formalin treatment, compared to CFA treatment (Figure 6C). 

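None of 26 glutamatergic transmission genes and none of 30 calcium ion transport genes was called by edgeR in the mPFC after CFA or after formalin. At an unadjusted p under 0.05, 1 glutamatergic gene passed after CFA and 3 after formalin, and 2 and 4 calcium transport genes. DESeq2 called 1 glutamatergic gene after CFA and 1 calcium transport gene after formalin, and limma-voom 0. Gria4, an AMPA receptor subunit gene, was at 133 ± 2.53 CPM (mean ± SD, n = 3) after CFA, 166 ± 2.22 CPM (n = 3) after formalin and 144 ± 7.4 CPM (n = 3) in the control. Its log2 fold change was −0.11 after CFA (standard error 0.08, adjusted p = 0.59 from edgeR) and 0.20 after formalin (standard error 0.08, adjusted p = 0.26 from edgeR). In the direct comparison, Cacna2d4 was higher after formalin than after CFA (log2 fold change 1.63, standard error 0.31, adjusted p = 0.012 from edgeR), but not without formalin replicate 1, CFA replicate 1 or CFA replicate 2 (adjusted p up to 0.069 from edgeR). Cacna1h, also on the calcium transport list, passed the other way, as higher after CFA. Its call was lost without formalin replicate 1 or 3 (adjusted p up to 0.061 from edgeR). The neurosecretory genes Scg2 and Vgf were higher after CFA than in the control by 0.69 and 0.59 on the log2 scale, and these calls were lost without 6 and 9 of the 18 libraries in turn (adjusted p up to 0.17 from edgeR).
Adjusted over the list alone, 1 glutamatergic gene was higher after CFA and none after formalin, and no calcium transport gene passed after either. The median log2 fold changes of the glutamatergic list were −0.01 after CFA (camera adjusted p = 1) and 0.02 after formalin (camera adjusted p = 0.78). For calcium ion transport they were −0.06 after CFA (camera adjusted p = 0.63) and −0.08 after formalin (camera adjusted p = 0.51). In simulated mPFC counts, the model recovered 64.2% of genes changed by 1 on the log2 scale after CFA and 79.1% after formalin, so smaller changes of single genes can be missed.
In the BNST, 9 glutamatergic genes were lower after CFA (9 when adjusted over the list alone), Grm5 by a log2 fold change of −1.08, Grin2b by −0.85 and Gria2 by −0.83 among them. Of the calcium transport genes, 12 were lower there (13 when adjusted over the list alone), with Slc8a2 at 83.2 ± 3.49 CPM after CFA and 201 ± 32.3 CPM in the control. Camera gave these lists adjusted p values of 4.1e-06 and 1.8e-07, but 0.16 and 0.15 with an estimated correlation. After formalin, the medians of these lists in the BNST were −0.26 and −0.30 (camera adjusted p = 7e-06 and 4.9e-06, but 0.31 for each with an estimated correlation). Of the glutamatergic genes none was called there in edgeR (13 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone, 0 with DESeq2 or limma-voom), and of the calcium transport genes Ryr1 alone (14 at an unadjusted p under 0.05, 2 lower when adjusted over the list alone, 1 with DESeq2 and 1 with limma-voom). Its call was lost without 12 of the 18 libraries in turn (adjusted p up to 0.1 from edgeR). Several of these genes, Homer1 and Cacng3 among them, reversed in the BNST once the level of striatal markers was a term of the model, a setting chosen after the data were examined. Since that level did not overlap between CFA (4.81 to 5.6 log2 CPM) and control (6.83 to 8.03), these reversals cannot be read apart from the group.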

On the contrary, the changes in the expression of genes, such as glutamatergic synaptic transmission, neuro projection terminus, and calcium ion transport, were more significantly after CFA treatment, compared to those after formalin treatment (Figure 6D). These results support our above findings that the differential activation of the BNST and prelimbic mPFC is associated with differential gene expression, and suggest that the DEGs relevant to neuronal functions might underline the differential activation of the BNST and mPFC and pain-related anxiety-like behaviors induced by acute or persistent pain.

**Figure 6:**
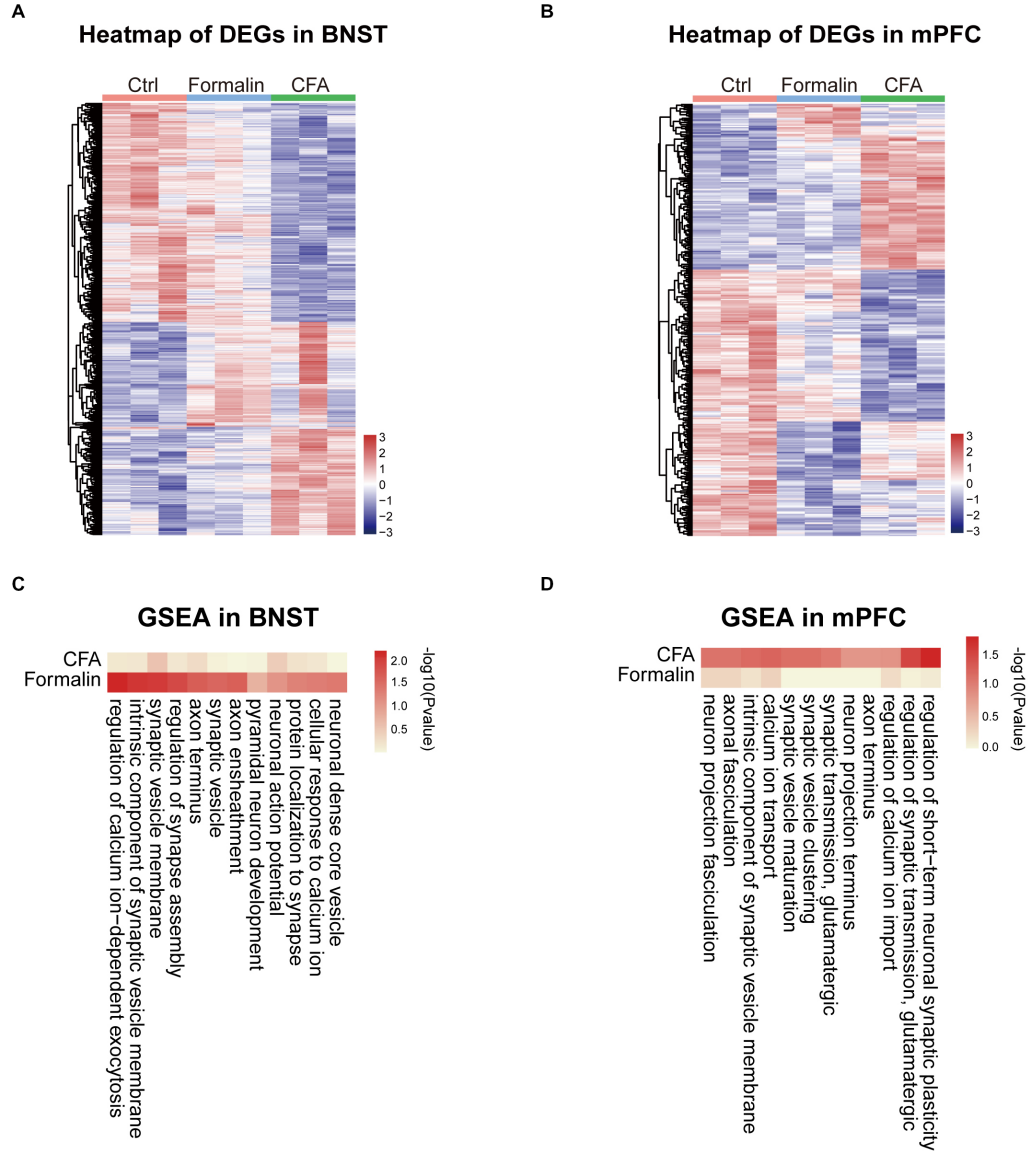
Neuronal Function Related Gene Set Enrichment Analysis (GSEA) of the Two Pain Models in BNST and Prelimbic mPFC. **(A)** Heatmap comparing DEGs expression in the BNST among formalin-, CFA-, and sham-treated mice. Colors indicate the relative expression of DEGs by z-score (*n* = 3 mice each group). **(B)** Heatmap comparing DEGs expression in the prelimbic mPFC among formalin-, CFA-, and sham-treated mice. Colors indicate the relative expression of DEGs by z-score (*n* = 3 mice each group). **(C)** Heatmap comparing GSEA results in the BNST among formalin-, CFA-, and sham-treated mice. Colors indicate -log10 (*p* value). **(D)** Heatmap comparing GSEA results in the prelimbic mPFC among formalin-, CFA-, and sham-treated mice. Colors indicate -log10 (*p* value).

Finally, we further analyzed the protein–protein interaction network of the DEGs in the BNST and prelimbic mPFC. From the network of the top 300 DEGs in the BNST between the formalin and CFA treatment (Figure 7A), a group of genes related to neuronal functions were clustered together. 

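Of the 16 striatal medium spiny neuron genes tested in the BNST, 13 passed between the pain models, and all 13 were higher after formalin than after CFA (16 when adjusted over the list alone), with a median log2 fold change of 1.44. Penk, the enkephalin precursor, was at 287 ± 46 CPM (mean ± SD, n = 3) after formalin and 114 ± 32 CPM (n = 3) after CFA, a log2 fold change of 1.33 (standard error 0.22, adjusted p = 0.0016 from edgeR). Against the control, all 16 were lower after CFA (16 when adjusted over the list alone, median −2.01) and none was called after formalin in edgeR (13 at an unadjusted p under 0.05, 13 lower when adjusted over the list alone, 4 with DESeq2 and 0 with limma-voom, median −0.69).
Markers of the habenula ran the other way, and all 7 of them were lower after formalin than after CFA (7 when adjusted over the list alone, median −2.36), led by Chrnb3 at −4.06 and Pou4f1 at −4.01. Pou4f1 was not called without formalin replicate 1, formalin replicate 2 or CFA replicate 3 (adjusted p up to 0.091 from edgeR). Of 9 hypothalamic genes tested, Avp, Oxt, Trh, Sim1 and Fezf1 were lower after formalin than after CFA (5 when adjusted over the list alone, median −1.41), whereas DESeq2 called 3 of the list and limma-voom 2. Sim1 was not called without 15 of the 18 libraries in turn and Fezf1 without 7, and Avp and Oxt without 3 and 4 (adjusted p up to 0.27 from edgeR). Among the other habenular genes, Chrnb4, Gpr151 and Slc5a7 were not called without 1, 2 and 2 libraries, formalin replicate 1 in each case, with formalin replicate 2 for Gpr151 and CFA replicate 3 for Slc5a7 (adjusted p up to 0.067 from edgeR).
Camera gave adjusted p values of 1.4e-15 for the striatal, 2e-07 for the habenular and 0.0095 for the hypothalamic list, but 0.15, 0.099 and 0.31 with an estimated correlation. These lists were written with the genes of Figure 7 in view, so their counts are not independent evidence for those genes. The protein-protein interaction network itself is not analysed here.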

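Oxt, the oxytocin precursor gene (chromosome 2 of GRCm38, 130576173 to 130577054), was at 3.3 ± 1.88 CPM (mean ± SD, n = 3) in the BNST after formalin and at 26.8 ± 25.8 CPM (n = 3) after CFA. Its log2 fold change was −2.99 (standard error 0.85, adjusted p = 0.033 from edgeR), and this call was lost in 10 of 29 other settings, among them those without formalin replicate 1, formalin replicate 2, CFA replicate 1 or mPFC formalin replicate 2 (adjusted p up to 0.16 from edgeR). The dopamine receptor genes Drd1 (chromosome 13, 54051183 to 54055705) and Drd2 (chromosome 9, 49340627 to 49408177) were higher after formalin. Drd1 was at 63.9 ± 9.82 CPM against 17.8 ± 7.57 CPM (log2 fold change 1.85, standard error 0.30, adjusted p = 0.002 from edgeR). Drd2 was at 54.3 ± 8.76 CPM against 20.3 ± 2.4 CPM (log2 fold change 1.42, standard error 0.30, adjusted p = 0.007 from edgeR). The adenosine receptor gene Adora2a (chromosome 10, 75316877 to 75334784) was at 73.2 ± 14.3 CPM after formalin and had a log2 fold change of 2.88 against CFA (standard error 0.45, adjusted p = 0.0017 from edgeR). Chrna3, a nicotinic receptor subunit gene (chromosome 9, 55010111 to 55026562), was lower after formalin, at 2.83 ± 0.493 CPM against 14.5 ± 4.16 CPM (log2 fold change −2.36, standard error 0.29, adjusted p = 0.00012 from edgeR). Chrm4, a muscarinic receptor gene (chromosome 2, 91927249 to 91928688), was higher after formalin with 18.8 ± 2.61 CPM against 6.39 ± 0.803 CPM (log2 fold change 1.55, standard error 0.19, adjusted p = 0.00017 from edgeR).
As TPM, the unit of Figure 7C, computed with the union length of each gene's exons, Oxt was at 24.9 ± 14.2 after formalin and 186 ± 181 after CFA. Drd1 was at 71.4 ± 10.9 and 18 ± 7.09 TPM, Drd2 at 86.5 ± 13.9 and 29.5 ± 2.68 TPM, and Adora2a at 96.9 ± 18.9 and 11.8 ± 7.08 TPM, with formalin given first. Chrna3 was at 2.18 ± 0.382 and 10.3 ± 3.21 TPM, and Chrm4 at 52.8 ± 7.29 and 16.4 ± 1.22 TPM. For each of these 6 genes, the libraries of one group lay above those of the other (exact permutation test on TPM, two-sided, p = 0.1, the smallest p that 3 against 3 allow).
Against the control, Drd1 was lower after CFA by a log2 fold change of −2.55, Drd2 by −2.09 and Chrm4 by −2.02, and Chrna3 was higher by 2.09. None of the 6 genes was called after formalin by edgeR, DESeq2 or limma-voom, although 4 had an unadjusted p under 0.05, and Oxt was not called after CFA (log2 fold change 1.31, adjusted p = 0.25 from edgeR). Drd1, Drd2 and Adora2a are also members of the striatal list and Chrna3 of the habenular list. After CFA, all 16 striatal genes passed as lower than in the control and 5 of the 7 habenular genes as higher. Between the pain models, most but not all striatal genes and all habenular genes passed in the same direction as these members.

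**Figure D4:**
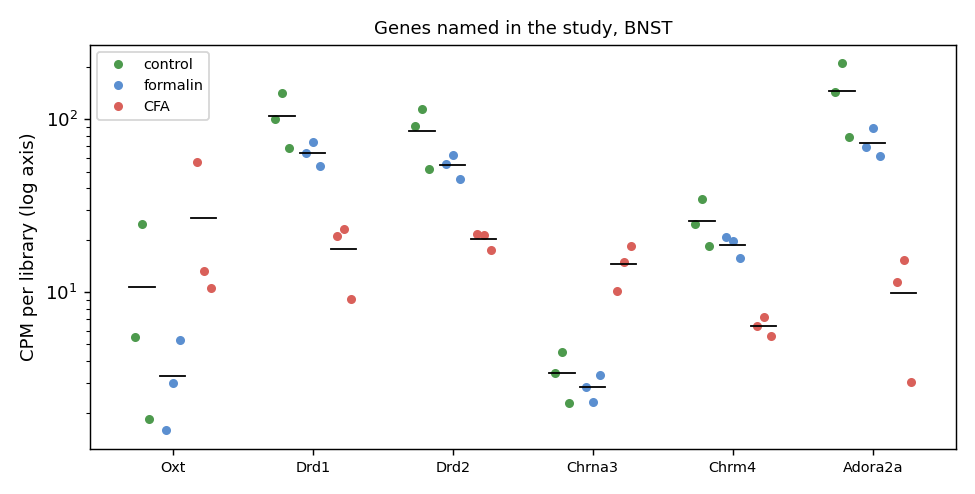
Levels of Oxt, Drd1, Drd2, Chrna3, Chrm4 and Adora2a in the BNST by group, in CPM on a log axis, with each library as a point and a line at the mean of each group of 3. Drd1 is lowest after CFA, at 17.8 CPM, and Chrna3 highest, at 14.5 CPM.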

Notably, Oxt, Drd1, Drd2, Chrna3, and Adora2a lied in the center of the cluster, and their expression levels significantly differed between formalin and CFA treatment (Figures 7A,C). 

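Cacna1h, a T-type calcium channel gene (chromosome 17 of GRCm38, 25374285 to 25433783), was at 79.2 ± 4.08 CPM (mean ± SD, n = 3) in the mPFC after formalin and at 124 ± 17.7 CPM (n = 3) after CFA. Its log2 fold change was −0.65 (standard error 0.11, adjusted p = 0.0083 from edgeR). Cav2, which encodes caveolin 2 (chromosome 6, 17281185 to 17289115), was higher after formalin at 46 ± 0.896 CPM against 28.9 ± 2.43 CPM (log2 fold change 0.67, standard error 0.10, adjusted p = 0.0022 from edgeR). P2ry12, a purinergic receptor gene of microglia (chromosome 3, 59216272 to 59262871), was at 47.7 ± 2.82 CPM after formalin and 29.9 ± 2.05 CPM after CFA (log2 fold change 0.68, standard error 0.13, adjusted p = 0.011 from edgeR). Nos1, the neuronal nitric oxide synthase gene (chromosome 5, 117781032 to 117958840), did not pass, with 72.5 ± 4.68 CPM after formalin and 105 ± 8.51 CPM after CFA (log2 fold change −0.53, standard error 0.14, adjusted p = 0.061 from edgeR). Nfkbia, an inhibitor of NF-κB (chromosome 12, 55489410 to 55492647), did not pass either, at 10.7 ± 0.86 CPM against 15.8 ± 1.22 CPM (log2 fold change −0.56, standard error 0.16, adjusted p = 0.085 from edgeR).
The call of Cacna1h was lost without formalin replicate 1 or 3 (adjusted p up to 0.061 from edgeR). That of P2ry12 was lost without formalin replicate 1, formalin replicate 3, CFA replicate 1 or CFA replicate 2 (adjusted p up to 0.073 from edgeR). With DESeq2 the adjusted p was 0.016 for Nos1 and 0.05 for Nfkbia, and Nos1 passed. With formalin given first, Cacna1h was at 28.9 ± 1.76 and 48 ± 7.25 TPM, Cav2 at 49.2 ± 2.01 and 32.7 ± 2.43 TPM, and P2ry12 at 66.9 ± 3.47 and 44.3 ± 3.36 TPM. Nos1 was at 23.2 ± 1.84 and 35.6 ± 3.2 TPM, and Nfkbia at 23.7 ± 2.03 and 37 ± 3.19 TPM. The libraries of the pain models did not overlap for any of the 5 genes (exact permutation test on TPM, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Relative to the control, none of the 5 was called by edgeR or limma-voom after formalin or after CFA, although 4 had an unadjusted p under 0.05 after each, and DESeq2 called Nfkbia after CFA. Cacna1h, Cav2, Nos1 and P2ry12 each overlap an annotated gene, P2ry12 for example Med12l on the opposite strand, and the sources used do not state the strand used for counting.

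**Figure D5:**
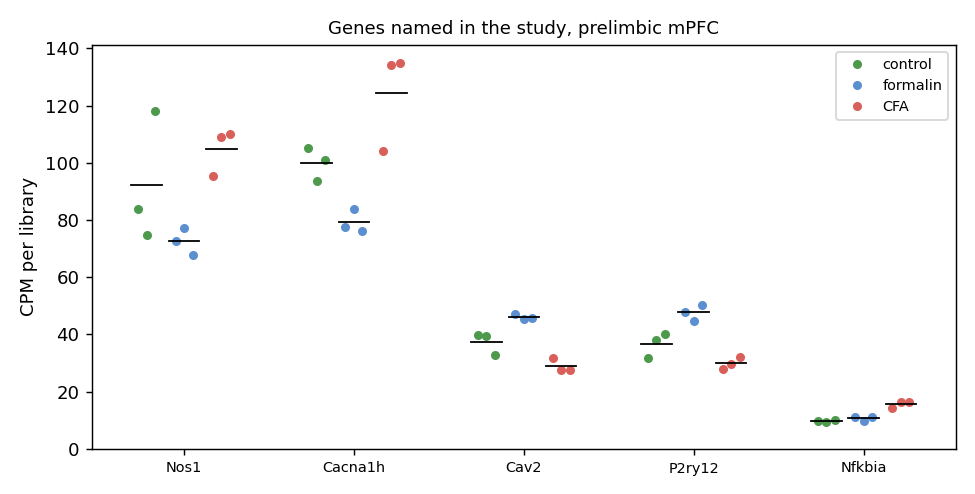
Levels of Nos1, Cacna1h, Cav2, P2ry12 and Nfkbia in the mPFC by group, in CPM, with each library as a point and a line at the mean of each group of 3. Cacna1h is at 79.2 CPM after formalin and 124 CPM after CFA.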

In the network of the mPFC (Figure 7B), Nos1, Cacna1h, Cav2, P2ry12, and Nfkbia lied in the center and exhibited significantly different expression levels between formalin and CFA treatment (Figure 7D). These results further support that neuronal function-related genes might be responsible for the differential activation of BNST and mPFC and pain-related anxiety-like behaviors in acute and persistent pain.

**Figure 7:**
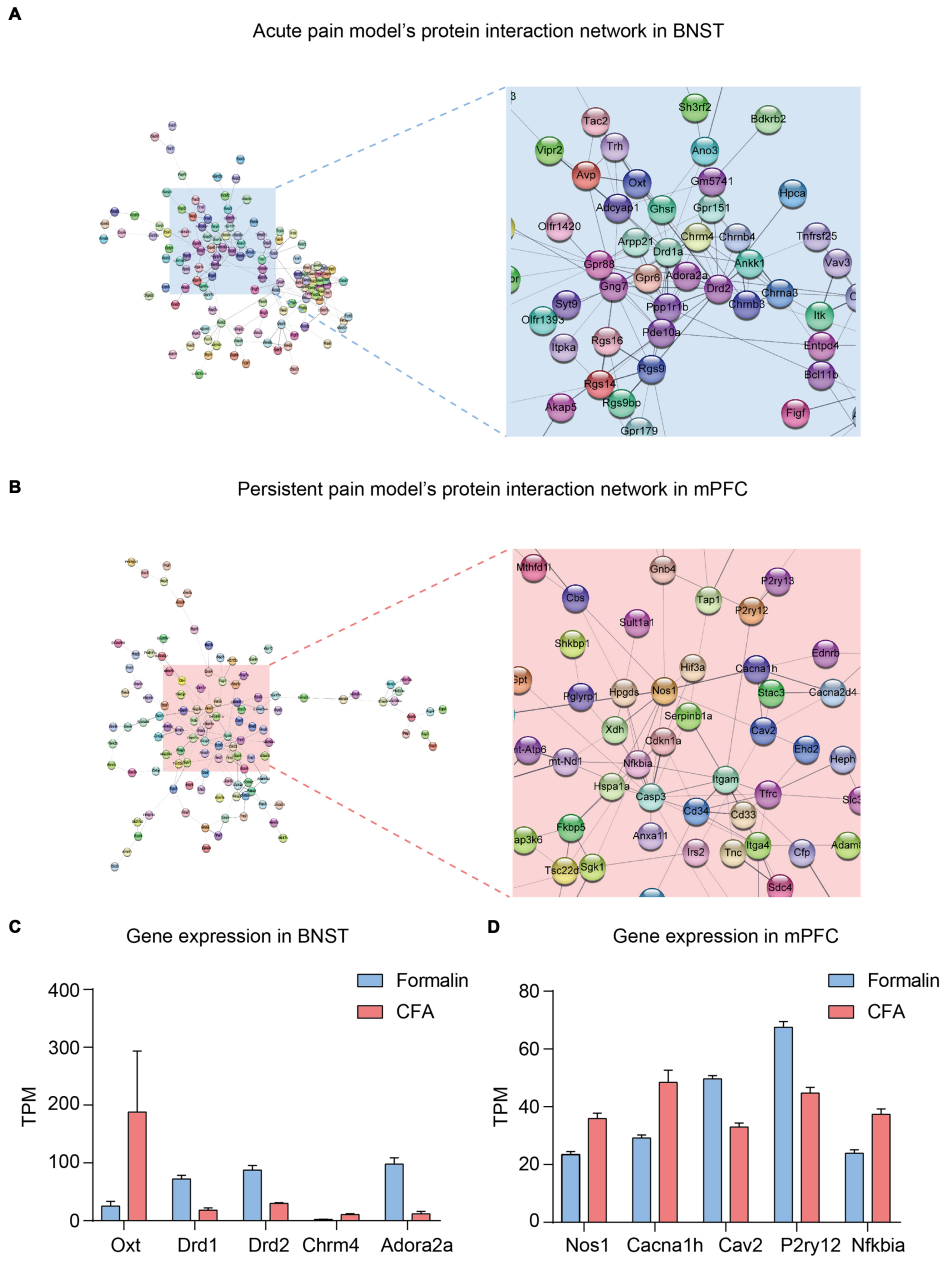
Protein–protein Interaction Network and Key Genes in the BNST and Prelimbic mPFC. **(A)** Protein–protein interaction network of acute pain model in the BNST. **(B)** Protein–protein interaction network of persistent pain model in the mPFC. **(C)** Representative genes and their Transcripts Per Million (TPM) in the BNST under CFA (red) and Formalin (blue) treatment. **(D)** Representative genes and their TPM in the mPFC under CFA (red) and Formalin (blue) treatment.

## 4. Discussion

In this study, we find that both acute and persistent pain could induce anxiety-like behaviors; however, they engage different brain regions and mechanisms. The neuronal activity of the BNST^EXT^ neurons is responsible for anxiety-like behaviors induced by acute pain but not by persistent pain. In contrast, the neuronal activity of the mPFC^EXT^ neurons is responsible for anxiety-like behaviors induced by persistent pain but not by acute pain. Transcriptomic analysis reveals that acute and persistent pain induces differential gene expression changes in the BNST and mPFC, and that the DEGs relevant to neuronal functions might underline the differential activation of the BNST and mPFC and pain-related anxiety-like behaviors induced by acute or persistent pain.

Pain adversely affects patients’ quality of life and results in emotional disorders such as anxiety and depression (D'mello and Dickenson, 2008; Baliki and Apkarian, 2015; Yam et al., 2018; Jaromi et al., 2021). Clinically, there are two types of pain, acute and persistent pain (Ren and Dubner, 1999). It has been well established that persistent pain is strongly linked with negative emotions (Baliki et al., 2006; Kohrt et al., 2018; Cohen et al., 2021); however, few studies focused on the impacts and mechanisms of anxiety and depression induced by acute pain. In our study, formalin induces acute pain in the paw of mice, which subsides after about 2 h. Similar to persistent pain, acute pain could also induce anxiety-like behaviors in mice, manifested by the shorter center exploration time in the OF test and the shorter exploration time in the open arms in the EPM test.

The BNST is known to be related to pathological and adaptive anxiety based on neuroimaging and behavioral studies (Straube et al., 2007; Duvarci et al., 2009; Walker et al., 2009; Yassa et al., 2012). The BNST consists of a large number of glutamatergic and GABAergic neurons, which play opposite roles in anxiety behaviors (Poulin et al., 2009; Ch'ng et al., 2018; Kim and Kim, 2021). For example, mice exhibited anxiety-like behaviors when excitatory neurons in the BNST were optogenetically activated. In contrast, the anxiety level was reduced when the inhibitory neurons in the BNST were stimulated (Jennings et al., 2013; Kim et al., 2013). However, whether and how the BNST is involved in pain-related anxiety remains unknown. Utilizing c-Fos expression and RNA sequencing, we first revealed the critical role of the BNST^EXT^ in acute pain-induced anxiety-like behaviors. Importantly, suppressing the neuronal activity of BNST^EXT^ neurons significantly reduced anxiety behaviors induced by acute pain but not persistent pain.

The mPFC is known to be involved in anxiety-related behaviors (Vialou et al., 2014; He et al., 2019; Liu et al., 2020; Li et al., 2021). Previous studies with functional magnetic resonance imaging showed that the mPFC of patients with anxiety is hypoactive (Campbell-Sills et al., 2011; Pfurtscheller et al., 2021). In rodent experiments, bilateral ischemic lesions or activated manipulation of the mPFC could induce anxiety-like behaviors (Parfitt et al., 2017; Deziel and Tasker, 2018). The previous study showed that the intrinsic excitability of mPFC^EXT^ neurons was reduced in persistent pain rats and that the activation of mPFC^EXT^ neurons induced analgesic and anxiolytic effects in mice subjected to persistent pain. In contrast, inhibition of mPFC^EXT^ neurons was anxiogenic in naive mice (Wang et al., 2015). Our study found that mPFC was activated in the persistent pain model and that inhibition of mPFC^EXT^ neurons reduced anxiety-like behaviors in mice. The differences in the pain induction protocol, animal type, and examination time might underline the discrepancy between our study and previous research. These also indicate that the role of mPFC in pain-related anxiety-like behaviors is highly dependent on the type, dynamics, and duration of pain.

The molecular underpinnings of pain-related anxiety have not yet been clearly elucidated. Our RNA-seq analysis indicates that acute and persistent pain induced differential gene expression patterns in the BNST and mPFC. Consistent with the behavioral and c-Fos results, the BNST expressed a higher proportion of upregulated DEGs after acute pain. In contrast, the mPFC showed a higher proportion of upregulated DEGs after persistent pain. These upregulated DEGs might be responsible for the increased neuronal activity in the BNST and mPFC in acute and persistent pain, respectively. Furthermore, enrichment of GO terms relevant to neuronal functions, including glutamatergic synaptic transmission, neuron projection terminus, calcium ion transport, neuronal action potential, pyramidal neuron development, and synaptic vesicles, was found to be different in the two types of pain models. Among them, the BNST showed more significant enrichment in the acute pain model than in the persistent pain model, whereas the mPFC showed opposite patterns. The protein–protein interaction network of either BNST or mPFC showed a cluster of proteins with neuronal function. The Drd1 and Drd2, the D1-like and D2-like dopamine receptors discovered in the BNST network have been reported to have the ability to induce acute pain (Khaleghzadeh-Ahangar et al., 2021). In the mPFC network, inhibitors of Ca_V_2 have long been used to treat persistent pain (Winquist et al., 2005). The importance of Nos1 in persistent pain has also been highlighted (Leanez et al., 2009; Negrete et al., 2011). These results imply the critical roles of these essential genes in the network. Their functions in pain-related anxiety-like behaviors need to be further investigated.

It is important to acknowledge several limitations in the study. Firstly, based on our c-fos staining results, this study focused on the prelimbic region of mPFC. The roles of other regions, including the infralimbic mPFC and anterior cingulate cortex (ACC), in pain-related anxiety-like behaviors need to be further investigated, as their roles in pain are different (Vogt, 2005; Ji and Neugebauer, 2011, 2014; Kiritoshi and Neugebauer, 2015; Koga et al., 2015; Chen et al., 2018; Ong et al., 2019; Kummer et al., 2020; Gao et al., 2023). Secondly, this study only inhibited the activities of excitatory neurons in the mPFC and BNST. Previous studies showed that GABAergic neurons in these regions were also involved in pain and related anxiety-like behaviors (Sabihi et al., 2017; Yamauchi et al., 2022). Therefore, the distinct roles of different cell types in pain-associated anxiety wait to be elucidated. Lastly, the data of this study were collected from male mice. Whether the findings are applicable to females needs further investigation because sex differences in pain perception and anxiety were evident in previous studies (Frot et al., 2004; Rovner et al., 2017; Vambheim and Oien, 2017; Shen et al., 2023).

## 5. Conclusion

Taken together, our results demonstrate that anxiety-related behavior induced by acute and persistent pain are regulated by different brain regions and have distinct transcriptomic patterns, thereby providing new mechanistic insights into anxiety disorders related to different types of pain.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: www.ncbi.nlm.nih.gov/geo/, GSE227946.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University.

## Author contributions

LH, BL, and SF designed the research studies. SF, SY, JZ, ZL, WL, and XZ performed imaging and behavioral experiment. HZ performed biochemical assays for RNA-seq. SF, YQ, ZL, and XZ analyzed data. SF, YQ, SW, BL, and LH wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by research grants from the National Key R&D Program of China (Grants 2021YFF1200700 to LH), National Natural Science Foundation of China (Grants 82071241, 81871048 to LH and 32071040 to BL), Guangdong Provincial Key R&D Programs (Grant Development of New Tools for Diagnosis and Treatment of Autism 2018B030335001 and Key Technologies for Treatment of Brain Disorders 2018B030332001 to BL and LH), Guangdong Basic and Applied Basic Research Foundation (2023B1515040019 to BL), Guangdong Project (2017GC010590 to BL).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

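RNA sequencing measured the transcripts of the BNST and of the prelimbic mPFC in mice after formalin, after CFA and in controls, with 3 libraries in each of the 6 groups and 18 in all. The authors sequenced paired-end reads of 150 bp, trimmed them with Trimmomatic 0.39, aligned them to GRCm38 with HISAT2 2.2.1, sorted them with Samtools 1.9 and counted them per gene with featureCounts 2.0.1. They tested differential expression with DESeq2 1.34 and gene sets with clusterProfiler 4.2.2. The deposited table holds raw counts for 55401 gene identifiers, whole numbers without normalization. Gene symbols, positions and exon lengths came from the GENCODE M21 annotation of GRCm38, and 260 identifiers had no symbol there. The authors' supplementary tables list gene lengths, and 1192 of the 1229 that could be compared equalled the union of the annotated exons.

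Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr over the 6 groups (minimum count 10, minimum total 15), which kept 18994 genes, 24 of them without a symbol. TMM factors scaled the libraries, and 1 quasi-likelihood model with robust dispersion estimates held all 18 libraries and 6 groups, with 12 residual degrees of freedom. Formalin, CFA and control were compared in pairs within each region, and the region difference of a change was tested as an interaction. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds of the paper. Levels are CPM, and the log2 CPM for principal components used a prior count of 2. TPM values used the union exon length.

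Genes were named by a rule. It took, for each comparison, the 12 higher and the 12 lower genes with the largest change among those that passed, had a mean of at least 5 CPM in the higher group and did not overlap between the groups, together with every gene that the paper names. Examples from each list were added, and the genes with the largest weights on a principal component were chosen after their values were seen. By chance, 10% of genes would not overlap between 3 libraries and 3. The results of some genes that this rule takes are not reported here.

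The 29 gene lists cover cell types and neighbouring regions (choroid plexus, ependyma, striatum, habenula, hypothalamus, thalamus, cortical pyramidal neurons, GABAergic neurons, astrocytes, microglia, oligodendrocytes and their precursors, endothelium, mural cells and fibroblasts), BNST peptides and steroid signalling, and functions (action potential, synaptic vesicle, glutamatergic transmission, calcium ion transport, dense core vesicle, immediate early, glucocorticoid-responsive, heat shock, inflammatory, interferon-stimulated, circadian, cholesterol synthesis, haemoglobin and mitochondrially encoded genes). They were tested on voom values with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. The Gene Ontology terms and interaction networks of the paper are not analysed here, because they need databases that were not used here.

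The libraries held 14781315 to 23408503 counts. Precision was tested on simulated data with the fitted spread, which both regions share, so the shares recovered can be too high for the BNST. The model recovered 49.3% to 61.2% of genes changed by 0.75 on the log2 scale, and called 5 to 7 unchanged genes per comparison. DESeq2 called 14 to 21 of them, and limma-voom 4 to 18. No list passed camera in the simulated data, where genes were drawn independently of each other, while fry passed 1 for formalin and 1 for CFA in the BNST and 2 and 0 in the mPFC.

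Alternatives were DESeq2 1.42.0, limma-voom, RLE normalization, no filter on low counts, a stricter filter (1 CPM in every library of a group and a total of 200), fits with the 9 libraries of the region or the 6 of the comparison, the libraries of lane 2, the replicate number as a block, the animal number as a block, no minimum fold change, glmTreat, and leaving out each library in turn. Principal components were also computed from the 500 most variable genes, from variance-stabilized values and without the marker lists. Lanes and animal numbers come from the supplementary tables, whose columns were joined to the libraries by equal counts. BNST control replicates 1 and 2 were in lane 1, BNST formalin replicate 1 in lane 3 and the other libraries in lane 2. Replicate numbers were not taken as pairs of the treatments, since the correlation of residuals between libraries of the same number and region in different treatments ran from −0.19 to 0.31 and was above 0.1 in 4 of 18 pairs. Between the regions, libraries of the same animal number gave −0.03 to 0.17, above 0.1 in 2 of 8 pairs. The supplementary tables were read in part, 367 of 19007, 367 of 16059, 348 of 15325 and 319 of 15325 lines, so no overlap with them is given.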

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

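The test of the sequencing lane and the counts of other splits were planned, and the tests of tissue content, the sorting of splits by their BNST groups, and the tests of time of day and of the responses to formalin and CFA were chosen only after the results were seen.

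In the BNST after formalin, the 9 choroid plexus genes had a median log2 fold change of 3.91 against the control, a signal in genes the paper does not discuss, and 37 genes passed as higher. The median correlation within groups of the 36 higher genes outside the lists with the choroid plexus level was 0.51, against −0.01 over all tested genes, but it was −0.28 without CFA replicate 2, which held 15300 CPM of Ttr, so choroid plexus and ependymal tissue in the dissected BNST stays open as a possible explanation. In CFA replicate 2, 32 of the 36 genes (88.9%) lay above both other CFA libraries, against 39.7% of all tested genes, and for the 321 genes that DESeq2 called higher outside the lists, the correlation was 0.72 (0.08 to 0.91 leaving out 1 library) and 92.2% lay above. The lane stays open too, since the median log2 fold change was 0.85 with the lane 2 libraries alone and 0.91 with all libraries, above the bound set beforehand, but that bound excludes nothing with 2 formalin libraries, 1 control library and genes called with these same libraries. A response to formalin apart from the choroid plexus cannot be told apart from it, since 0 of the 37 genes passed in edgeR with the choroid plexus level as a term, while the median log2 fold change went from 0.91 to 0.66 and its median standard error from 0.17 to 0.23.

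All 16 striatal markers were lower in the BNST after CFA than in the control, and the paper names Drd1, Drd2 and Adora2a among them. Lower transcription of these 3 receptor genes alone is argued against, since 13 of the 13 other markers were lower too. Within groups, each marker followed the mean of the others with a median correlation of 0.92 (0.89 to 0.96 leaving out 1 library), where 1000 random lists of the same size and level had a median of 0.1 and a 95th percentile of 0.49, so less striatal tissue in the dissected BNST is a candidate explanation for the markers. For the 1278 other genes that were lower after CFA, the median correlation with the striatal level was −0.04 (−0.12 to 0.11 leaving out 1 library), against 0.04 over all genes, which leaves their source open. A change of the striatal neurons themselves by CFA remains untested.

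Of the 15 glucocorticoid-responsive genes, 11 were higher in the BNST and 6 in the mPFC after CFA, and the heat shock genes had medians of 0.88 and 0.55, in genes that the paper's text does not discuss. In the mPFC, 7 of the 23 genes of both lists were higher. There, 0 of 51 striatal, thalamic, hypothalamic, habenular and choroid plexus markers passed in edgeR (1 at an unadjusted p under 0.05, 0 with DESeq2 or limma-voom). Of 40 myelin and vascular markers, which were added after the first result was seen, 6 passed there as lower. These counts argue against a gain of the tissues that these markers cover. Less myelin or vascular tissue stays open, and whether it could raise the genes of both lists was not tested. The time of day at collection stays open, since the change after CFA differed between the regions for 3 of 13 circadian genes (Npas2, Per2 and Per3), while across the 13 genes the changes had a correlation of 0.47, with genes that are not independent replicates. All 6 of the 6 CFA libraries lay above every control and formalin library of their region in the mean level of both lists (5.96 or more against at most 5.27 log2 CPM in the BNST, 5.87 or more against at most 5.23 in the mPFC). The lists were singled out for their higher levels in these libraries, so this restates the pattern and tests nothing further, and a response to CFA stays open, while CFA and the time after injection cannot be told apart here, since tissue was collected once per pain model.

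Other results were singled out for a difference between the regions or for a signal in genes that the paper does not discuss, except Chrna3 among the habenular genes. The change after formalin differed between the BNST and the mPFC for 30 genes, and 1 of 40 drawn splits, the real one, gave as many (highest of the others 15), so under the planned rule chance is excluded at 0.05 for that count, but the splits were drawn within each region and took the 2 samples of a mouse as independent. With the animal as a block the count was 53. That fit used a consensus correlation (0.057), unlike the model that gave 30, so the effect of the block alone was not isolated. Without a block the count was 0 without mPFC control replicate 2 or 3 or mPFC formalin replicate 2 (DESeq2 called 269 genes with all libraries, and 2779 had an unadjusted p under 0.05 in edgeR) and 525 without BNST CFA replicate 2. For CFA the number was 792, and 2 of 40 splits gave as many (highest of the others 1331), so under the planned rule chance is not excluded at 0.05, but these splits are no clean test of chance. The other 6 splits that kept the real BNST groups, and with them the change of the BNST after CFA, gave 550 to 1331 genes, and the 33 that exchanged BNST libraries gave at most 40. Among the genes the paper names, the log2 difference between the regions after CFA was −2.77 for Drd1, −2.38 for Drd2, −3.92 for Adora2a, −1.61 for Chrm4, 2.19 for Chrna3, −1.28 for Cacna1h and 0.81 for Cav2, each past the threshold. For Cacna1e, taken here as one of the CaV2 channels that the discussion mentions as a class, it was −1.02, also past the threshold. In the BNST after CFA, 5 of 7 habenular genes were higher than in the control. Of 16 oligodendrocyte and myelin genes, 5 were lower in the mPFC after CFA. In the BNST after CFA, Mki67 and Top2a had log2 fold changes of −3.25 and −3.20 against the control, and both were singled out after their values were seen.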

How the results depend on the processing

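The settings with the choroid plexus level or the striatal level as a term, and the one that leaves out both BNST CFA replicate 2 and BNST control replicate 2, were chosen only after the results were seen, and every other alternative was planned. Of the checks of single named genes under the alternatives, 9222 kept their direction and side of the threshold, 1993 kept the direction only, 10 passed newly and 28 reversed. Of the checks of single lists, 1236 held and 129 did not pass. All 32 TPM values computed again with the gene lengths of the supplementary tables stayed the same. Those lengths equal the ones used here for these genes, so the values could not move. Genes without a length read there, Oxt, Drd2, Nos1 and P2ry12 among them, were not checked. The 2269 genes of CFA against control in the BNST stayed within 1.5 times when any 1 library was left out, from 1647 to 2744. Unless said otherwise, the cause of a change was not tested. With DESeq2, formalin against control in the BNST gave 404 genes (82.2% higher), the share was 45.7% for CFA against control and 60% for formalin against CFA, the mPFC gave 130 genes for formalin, 263 for CFA and 305 for formalin against CFA, and the formalin region difference gave 269. RLE normalization gave shares of 78% for formalin against control and 61.7% for formalin against CFA in the BNST. With the region's 9 libraries alone, the BNST gave 1 gene (share higher 0%) for formalin, 1352 (33.1%) for CFA and 466 (69.3%) for formalin against CFA, and the mPFC 252, 498 (40.8%) and 552. The 6 libraries of the comparison gave 214 (97.7%), 776 (24.9%) and 600 (67%) in the BNST and 209, 483 (42.4%) and 597 in the mPFC. The lane 2 libraries, with a lone BNST control library assumed to vary like the other groups, gave 389 genes (48.1%) for formalin in the BNST, a share of 48.3% for CFA in the BNST, 191 genes for CFA and 275 for formalin against CFA in the mPFC, 367 and 1642 for the region differences of formalin and CFA, and a reversed Itpr1 in the BNST after CFA (0.02). Without a fold minimum, where more genes can pass by construction, the counts were 92 (48.9%), 4310 (48.3%) and 2835 (41.2%) in the BNST, and 131 (48.9%) for formalin and 334 for formalin against CFA in the mPFC. With glmTreat, a stricter test by construction, they were 0, 445 (20.7%) and 141 (70.9%) in the BNST, 0, 7 (85.7%) and 9 (22.2%) in the mPFC, and 0 and 154 for the region differences, while edgeR had 3726, 2677 and 2779 genes at an unadjusted p under 0.05 where glmTreat gave 0. The replicate block gave 30 genes for formalin in the mPFC and 51 for its region difference, which was 84 without a filter and 53 with the animal as a block (consensus correlation 0.057). With the choroid plexus level as a term, formalin against control gave 2 genes (share 0%) in the BNST, and the shares were 36.8% for CFA and 60% for formalin against CFA. The striatal level did not overlap between CFA and the other BNST groups, so its term cannot be read apart from CFA. As a term, it gave 286, 604 and 259 genes in the BNST. It reversed, for CFA against control, Atp2b1 (0.16), Cacna2d3 (0.49), Cacng3 (0.06), Crh (−0.52), Homer1 (0.14), Itpr1 (1.12), Kcna4 (0.18), Lrrc10b (0.22), Ppp1r1b (1.38), Rasd2 (0.10), Scn4b (0.36), Syndig1l (0.72), Synpr (0.29), Tac1 (0.72) and Tmem200b (0.91), and for formalin against CFA, Fos (0.87), Foxp1 (−0.10), Homer1 (−0.17), Itgam (−0.18), Lrrc10b (−0.03), Rasd2 (−0.25), Scn4b (−0.13) and Sh3rf2 (−0.29). Leaving out both libraries gave 722 genes (91.4%) for formalin and 2634 (68.3%) for formalin against CFA in the BNST. The separation of the groups in the BNST had an exact permutation p of 0.05 with variance-stabilized values. With an estimated correlation, 0, 0 and 0 lists passed in the BNST and 0, 2 and 0 in the mPFC for formalin, CFA and formalin against CFA, and fry passed 3, 15 and 11 in the BNST and 1, 3 and 4 in the mPFC, while in simulated data with 200 genes changed at random it passed 1 and 1 for formalin and CFA in the BNST and 2 and 0 in the mPFC. Leaving out 1 library in turn, formalin against control in the BNST ran from 2 (formalin replicate 1 or 3) to 903 (CFA replicate 2), with shares of 29.9% (control replicate 3) to 100% (formalin replicate 3). The share for CFA against control ran from 35% (control replicate 3) to 49.1% (CFA replicate 1). Formalin against CFA ran from 809 (formalin replicate 1) to 2414 (CFA replicate 2), with shares of 53% (formalin replicate 3) to 64.4% (CFA replicate 2). In the mPFC, formalin against control ran from 0 (formalin replicate 3) to 93 (BNST CFA replicate 2), with shares of 0% (mPFC control replicate 2) to 30.5% (BNST control replicate 3), CFA against control from 31 (CFA replicate 1) to 191 (BNST CFA replicate 2), with shares of 50% (mPFC control replicate 1) to 71.4% (mPFC control replicate 3), and formalin against CFA from 50 (formalin replicate 3) to 266 (BNST CFA replicate 2), with shares of 30.9% (mPFC CFA replicate 1) to 42.2% (BNST CFA replicate 1). The region difference ran from 0 (mPFC control replicate 2) to 525 (BNST CFA replicate 2) for formalin and from 497 (mPFC CFA replicate 1) to 895 (BNST CFA replicate 3) for CFA. Folr1 in the BNST after CFA ran from −0.36 (CFA replicate 2) to 4.84 (control replicate 2), Fos in the BNST after CFA from −0.67 (control replicate 1) to 0.33 (control replicate 3), Nos1 in the BNST between formalin and CFA from −0.17 (CFA replicate 2) to 0.03 (CFA replicate 1), and Fos in the mPFC between formalin and CFA from −0.41 (formalin replicate 1) to 0.01 (formalin replicate 2). Pairs of replicates differed by more than counting noise, with a chi-square per degree of freedom of 3.64 to 75.02 and the highest value in a pair with BNST CFA replicate 2, and no test showed how far depth limits these counts.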

Differences from the paper's values

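No test or setting named here was chosen only after the results were seen.

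The paper's counts of differentially expressed genes were read by eye from Fig. 5F and Fig. 5G, and its thresholds are those used here. For the BNST after formalin, the paper shows about 330 genes higher and about 73 lower (Fig. 5F, read by eye), and here 37 were higher and 20 lower. Of the alternatives set before the data were examined, DESeq2 gave 332 and 72, within the paper's values, and limma-voom (37 and 24), RLE (39 and 11), no filter (59 and 25), the stricter filter (35 and 20), the region's 9 libraries (0 and 1), the comparison's 6 libraries (209 and 5), lane 2 (187 and 202), the replicate block (46 and 30), no fold minimum (45 and 47) and glmTreat (0 and 0, where 3726 genes had an unadjusted p under 0.05 in edgeR) differed for both counts. For the mPFC after formalin, the paper shows about 29 higher and about 100 lower (Fig. 5G, read by eye), against 12 and 39 here. DESeq2 gave 28 and 102, neither of which differed. Lane 2 gave 20 higher, which did not differ, and 51 lower, which did, and no fold minimum gave 67 lower, which did not, and 64 higher, which did. Both counts differed with limma-voom (12 and 36), RLE (12 and 40), no filter (8 and 29), the stricter filter (13 and 42), the region's 9 libraries (54 and 198), the comparison's 6 libraries (48 and 161), the replicate block (7 and 23) and glmTreat (0 and 0, where 2677 genes had an unadjusted p under 0.05 in edgeR). For the mPFC after CFA, the paper shows about 120 higher and about 140 lower (Fig. 5G, read by eye), against 64 and 56. DESeq2 (117 and 146) and lane 2 (89 and 102) did not differ from these, and no fold minimum did not for the higher genes (93) but did for the lower (64). Limma-voom (66 and 48), RLE (60 and 57), no filter (61 and 70), the stricter filter (65 and 64), the region's 9 libraries (203 and 295), the comparison's 6 libraries (205 and 278), the replicate block (60 and 55) and glmTreat (6 and 1) differed.

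For the BNST, the paper gives the first principal component about 61% of the variance (Fig. 5B, read by eye), against 33% here. The 500 most variable genes (56%) and variance-stabilized values of 500 genes (59.9%) did not differ, and leaving out the marker lists did (32.6%). For the mPFC, the paper gives about 55% and about 28% on the first 2 components (Fig. 5D, read by eye), against 21.4% and 17.6%. All 3 alternatives differed, with 22.3% and 16.1% from the 500 most variable genes, 29.8% and 18.2% from variance-stabilized values, and 21.3% and 17.6% without the marker lists. For Chrm4 in the BNST after formalin, the paper's bar is at about 2 TPM (Fig. 7C, read by eye), against 52.8 TPM here. The supplementary tables give Chrm4 the same gene length as used here, so that length is no separate check. After CFA the paper's bar for Chrm4 is at about 11 TPM (Fig. 7C, read by eye), lower than 16.4 TPM here by less than 1.5 times. Taken by their label, the bars thus place Chrm4 lower after formalin and the counts place it higher. For CFA against control, the supplementary table of the paper gives Chrm4 a log2 fold change of −2.02, and the value here is −2.02. Chrna3, which the paper's text names where the panel shows Chrm4, was at 2.18 TPM after formalin and 10.3 TPM after CFA. These values are near the bars labelled Chrm4 (about 2 and about 11 TPM), so the bars may show Chrna3. The label itself could not be checked here.

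The paper states that Nos1 and Nfkbia in the mPFC differed between formalin and CFA (Fig. 7D). Of the 5 genes it names there, 3 passed here and these 2 did not (adjusted p = 0.061 and 0.085 from edgeR). Nos1 passed with DESeq2 (adjusted p = 0.016), with the comparison's 6 libraries (4.2e-05), and without BNST control replicate 3, mPFC control replicate 2, mPFC control replicate 3 or BNST CFA replicate 2. Nfkbia passed with the region's 9 libraries (0.0032), the comparison's 6 libraries (0.0033), and without BNST CFA replicate 2 (0.015) or replicate 3 (0.032), and had an adjusted p of 0.05 with DESeq2.

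The paper states that genes of neuronal action potential, pyramidal neurons and synaptic vesicles changed more significantly in the BNST after formalin than after CFA (Fig. 6C). The lists used here are not its Gene Ontology terms. In edgeR, called members were 0, 0 and 1 after formalin (11, 6 and 5 at an unadjusted p under 0.05) and 5, 1 and 7 after CFA. DESeq2 called 1, 1 and 1 after formalin and 5, 3 and 7 after CFA, and limma-voom 0, 0 and 1 and then 5, 2 and 7. In camera, the action potential list (adjusted p = 0.00051 after formalin, 0.0097 after CFA) and the vesicle list (0.00078 and 0.43) had the smaller p after formalin, as did the pyramidal list (0.42 and 0.67), which passed in neither. With an estimated correlation none of these passed (action potential 0.54 and 0.62, vesicle 0.54 after formalin). For the mPFC it states the reverse for glutamatergic transmission and calcium ion transport (Fig. 6D). Here 0 members of either list were called after formalin or CFA in edgeR, with the counts at an unadjusted p under 0.05 being 3 and 4 after formalin and 1 and 2 after CFA, and DESeq2 called 1 glutamatergic gene after CFA and 1 calcium transport gene after formalin and limma-voom 0.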

Other observations

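The counts of other splits and the lists were planned, and camera on the lane 2 libraries alone was the one test here chosen only after the result was seen.

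The libraries of each comparison were split in every way into 3 and 3, 10 splits with the real one, which is too few to judge chance. In the BNST, formalin against control gave 57 genes (2 splits reached it, highest of the others 88), CFA against control 2269 (1 split reached it, highest of the others 34) and formalin against CFA 1305 (1 split, highest of the others 547). The split with 88 genes for formalin against control put control replicates 1 and 2 with formalin replicate 3. In the mPFC, the highest of the other splits called 0 genes for formalin against control (real 51), 0 for CFA against control (real 120) and 1 for formalin against CFA (real 177), each in edgeR and each with 1 split as large. Lists past camera were 12 for formalin against control in the BNST (3 splits as large, highest of the others 13, from the split of lane 2 against lanes 1 and 3), 18 for CFA (1 split, 17) and 16 for formalin against CFA (2 splits, 16). Camera on the lane 2 libraries alone cannot judge these lists for formalin against control in the BNST, since only 1 BNST control library was in lane 2. In the mPFC, lists past camera were 6 for formalin against control (4 splits, 8), 7 for CFA against control (4 splits, 10) and 6 for formalin against CFA (4 splits, 7).

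Other lists were read in the same way. In the BNST after CFA, 2 of 10 thalamic genes were higher (3 when adjusted over the list alone; camera adjusted p = 8e-04, but 0.47 with an estimated correlation), 2 of 10 genes of BNST peptides and steroid signalling were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.032, but 0.23 with an estimated correlation), and 4 of 12 astrocyte genes were higher (4 when adjusted over the list alone; camera adjusted p = 0.00023, but 0.13 with an estimated correlation). The call of the thalamic gene Lef1 there was lost without 15 of the 18 libraries in turn (adjusted p up to 0.1 from edgeR). Of 11 GABAergic neuron genes, 2 were lower and 1 higher there (the same counts when adjusted over the list alone; camera adjusted p = 0.33), and none of these calls (Dlx5, Dlx6 and Pvalb) held without control replicate 3 (adjusted p up to 0.18 from edgeR), while that of Pvalb was lost without 13 of the 18 libraries in turn. Of 13 inflammatory genes, 3 were higher (3 when adjusted over the list alone; camera adjusted p = 0.016, but 0.39 with an estimated correlation), and of 15 interferon-stimulated genes 3 (5 when adjusted over the list alone; camera adjusted p = 0.02, but 0.39 with an estimated correlation). In the BNST after formalin, none of the 13 inflammatory and none of the 15 interferon-stimulated genes was called in edgeR (6 and 6 at an unadjusted p under 0.05, 5 and 0 when adjusted over the list alone, 1 and 1 with DESeq2, 0 with limma-voom), with medians of 0.56 and 0.48 (camera adjusted p = 0.00027 and 0.00059, but 0.31 for each with an estimated correlation). Of 13 circadian genes, 3 were lower in the BNST after CFA (3 when adjusted over the list alone; camera adjusted p = 0.017, but 0.27 with an estimated correlation). Dense core vesicle genes had 1 of 13 higher there (1 when adjusted over the list alone; camera adjusted p = 0.016, but 0.39 with an estimated correlation).

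Endothelial genes were lower in median in the mPFC after formalin (−0.52) and after CFA (−0.74), and none of 12 passed over all genes in edgeR, while 5 and 8 did when adjusted over the list alone (camera adjusted p = 4.3e-07 and 3.3e-08, but 0.31 and 0.15 with an estimated correlation). At an unadjusted p under 0.05, 7 and 8 passed, and over all genes DESeq2 called 2 and 2 as lower and limma-voom 0. Among the 12 genes of mural cells and fibroblasts, 1 (Pdgfrb) was lower in the mPFC after CFA (3 when adjusted over the list alone; camera adjusted p = 0.011, but 0.58 with an estimated correlation), and its call was lost without 10 of the 18 libraries in turn (adjusted p up to 0.17 from edgeR). Cholesterol synthesis did not pass camera in any comparison within a region (lowest adjusted p 0.23), nor did the 3 haemoglobin genes tested (lowest 0.2) or the 7 oligodendrocyte precursor genes (lowest 0.061).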
